# Genome-Wide Analysis of Transcriptional Reprogramming in Mouse Models of Acute Myeloid Leukaemia

**DOI:** 10.1371/journal.pone.0016330

**Published:** 2011-01-28

**Authors:** Nicolas Bonadies, Samuel D. Foster, Wai-In Chan, Brynn T. Kvinlaug, Dominik Spensberger, Mark A. Dawson, Elaine Spooncer, Anthony D. Whetton, Andrew J. Bannister, Brian J. Huntly, Berthold Göttgens

## Abstract

Acute leukaemias are commonly caused by mutations that corrupt the transcriptional circuitry of haematopoietic stem/progenitor cells. However, the mechanisms underlying large-scale transcriptional reprogramming remain largely unknown. Here we investigated transcriptional reprogramming at genome-scale in mouse retroviral transplant models of acute myeloid leukaemia (AML) using both gene-expression profiling and ChIP-sequencing. We identified several thousand candidate regulatory regions with altered levels of histone acetylation that were characterised by differential distribution of consensus motifs for key haematopoietic transcription factors including Gata2, Gfi1 and Sfpi1/Pu.1. In particular, downregulation of Gata2 expression was mirrored by abundant GATA motifs in regions of reduced histone acetylation suggesting an important role in leukaemogenic transcriptional reprogramming. Forced re-expression of Gata2 was not compatible with sustained growth of leukaemic cells thus suggesting a previously unrecognised role for Gata2 in downregulation during the development of AML. Additionally, large scale human AML datasets revealed significantly higher expression of GATA2 in CD34+ cells from healthy controls compared with AML blast cells. The integrated genome-scale analysis applied in this study represents a valuable and widely applicable approach to study the transcriptional control of both normal and aberrant haematopoiesis and to identify critical factors responsible for transcriptional reprogramming in human cancer.

## Introduction

Mutations in transcriptional and epigenetic regulators are a recurring theme in acute leukaemias. These mutations arise in haematopoietic stem/progenitor cells (HSPCs) and are thought to promote leukaemia by deregulating transcriptional programs controlling proliferation, differentiation and cell death [1], [2]. In about half of all acute leukaemia patients, specific chromosomal translocations are found that lead either to the creation of aberrant fusion-proteins with oncogenic potential or to the ectopic expression of proto-oncogenes [3], [4]. The majority of leukaemogenic translocations in acute myeloid leukaemia (AML) affect genes involved in transcriptional regulation or chromatin modification, thus highlighting the importance of deregulated transcriptional programs.

Mouse model systems using retroviral transduction of oncogenic fusion proteins recapitulate many aspects of the human disease and therefore represent valuable tools to dissect the molecular mechanisms causing AML [5]. *Mixed Lineage Leukaemia* (MLL) and *Monocytic Leukaemia Zinc Finger* (MOZ) fusion proteins have both been shown to subvert HSPCs into AML leukaemia cells in retroviral transplant mouse models [6], [7], [8]. Both proteins interact with the cellular epigenetic machinery, conferring either histone methyl transferase [9] or histone acetyl transferase activity [10]. MLL- and MOZ-fusion proteins are both thought to promote the leukaemic phenotype at least in part by mediating ectopic expression of abdominal *HoxA-*genes [11], [12], [13], [14], [15]. MLL fusion proteins are considered potent oncogenes and MLL-ENL causes leukaemia with relatively short latency in retroviral bone marrow transplant models [6]. AML caused by MOZ-TIF2 is also associated with a poor prognosis; however, the retroviral models have a longer latency [7] suggesting some differences within the mechanisms that drive transcriptional reprogramming.

Although, much has been learnt about the role of single transcription factors in both normal haematopoiesis and leukaemogenesis [16], [17], only the recent advent of array- and sequencing-based high-throughput technologies has enabled functional investigations on a genome-wide scale. For example, binding sites have been mapped for the stem cell regulator Scl in normal HSPCs [18] as well as the PML-RARA oncoprotein in promyelocytic leukaemia cells [19]. However, to improve our understanding of how specific leukaemogenic mutations corrupt entire transcriptional programmes, genome-wide studies need to be applied to developmental time-courses of leukaemogenesis. Of note, retroviral transduction models generate leukaemias with essentially identical immunophenotypes following initial transduction of either haematopoietic stem-cells (HSCs), common myeloid progenitors (CMPs) or granulocytic/monocytic-restricted progenitors (GMPs) [6]. This suggests that genome-wide comparisons of gene expression and ChIP-sequencing profiles between normal HSPCs and leukaemic cells might provide novel hypotheses about globally acting processes that underlie leukaemogenic transcriptional reprogramming.

In this study, we used this approach to assess and compare transcriptional reprogramming in two leukaemia progression models, based on established MLL-ENL [6] and MOZ-TIF2 [7], [20] AML mouse model systems. The experiments were designed to allow us to answer the following questions: (i) To what extent are leukaemia initiation programmes induced by MLL-ENL and MOZ-TIF2 distinct? (ii) Is progression to frank leukaemia for both oncogenes accompanied by convergence towards a shared transcriptional program? (iii) What are the advantages of combining profiling for gene-expression with ChIP-Seq compared to gene-expression alone? (iv) Does histone acetylation ChIP-Seq represent a useful tool to reliably identify alterations in candidate regulatory regions associated with transcriptional reprogramming at genome-wide scale? (v) Does bioinformatic motif analysis of altered candidate regulatory regions represent a potential avenue into identifying the regulatory processes that underlie transcriptional reprogramming?

## Results

### Mouse model systems to study transcriptional reprogramming during AML development

To study the genome-wide dynamics of leukaemogenic transcriptional reprogramming, we used two established transplantable AML mouse models based on retroviral transduction of normal bone-marrow progenitor cells with MLL-ENL or MOZ-TIF2 fusion proteins, respectively. Both mouse models are characterized by an initially longer latency, which is rapidly shortened following re-transplantation of the resultant AML-cells into secondary and tertiary recipients [6], [7]. Importantly, primary transduced pre-leukaemic cells can be cultured *in vitro* as interleukin 3 (IL3) dependent cell lines. These *in vitro* cultured cells maintain the initial long-latency when transplanted into irradiated recipients and thus represent a surrogate model for the pre-leukaemic “initiation” phase of AML [7]. By contrast, frank leukaemic cells maintain their short latency, even if exposed to periods of IL3-culturing prior to transplantation [7] which allowed us to standardise sampling conditions by overnight culture in IL3.

To serve as baseline comparators for our analysis of leukaemia progression, we elected to sample two controls: (i) the lineage negative/c-kit positive (lin^-^/kit^+^) compartment of wild-type bone-marrow mononuclear cells (WT) representing the target cells transduced by the leukaemogenic retroviruses [6], and (ii) the *Factor-Dependent Cells Patterson-Mix* (FDCP-mix) cell-line, a non-transformed IL3 dependent murine progenitor cell-line, capable of haematopoietic multi-lineage differentiation and, importantly, lacking leukaemogenic potential [21]. We reasoned that use of the FDCP-mix cell-line as an additional baseline control would allow us to correct for expression changes associated with *in vitro* culture in IL3 used for “pre-leukaemic” and “leukaemic” cells. As summarized in Figure 1A, transcriptional programmes were therefore monitored at three different time points: at ‘baseline’ (for WT and FDCP-mix), following ‘initiation’ (ME-I and MT-I) and after ‘progression to the frank leukaemic state (ME-L and MT-L).

**Figure 1:**
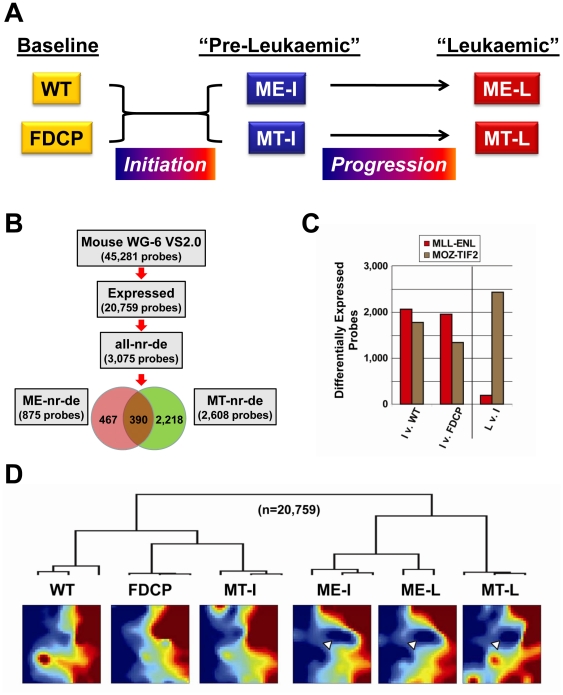
Gene-expression dynamics during MLL-ENL and MOZ-TIF2 mediated reprogramming. **A**). Diagram outlining how samples collected for expression profiling and ChIP-sequencing constitute a leukaemia progression model. **B**) Flow chart of gene-expression analysis. 20,759 of the 45,281 probes represented on the array (45.8%) were found to be expressed in at least one sample (detection p-value >0.01). Differential expression analysis was performed for six representative pair-wise comparisons, as summarized in Table S1 in Supporting Information S1. Non-redundant, differentially expressed probes (nr-de) were determined as outlined in Figure S2 in Supporting Information S1: 857 probes for MLL-ENL (ME-nr-de probes) and 2,608 for MOZ-TIF2 (MT-nr-de probes) corresponded to 3,075 non-redundant probes differentially expressed in at least one of the transitions (all-nr-de probes). **C**) Bar-charts of differentially expressed probes in six relevant pair-wise comparisons. Y-axis shows the total number of differentially expressed probes, as outlined in Table S1 in Supporting Information S1, for the “Initiation” (WT/FDCP vs ME-I/MT-I) and the “Progression” to overt leukaemia (ME-I/MT-I vs ME-L/MT-L). **D**) Unsupervised hierarchical clustering (UHC) correlates with *Gene Expression Dynamics Inspector* (GEDI) maps. All 20,759 expressed probes were clustered, as shown in the dendrogram on the top of the figure, and dynamic expression changes visualized with GEDI maps. Mean expression values of probes with similar dynamic patterns are condensed by self organizing maps in expressed (red) and repressed (blue) tiles and proximity of adjacent tiles indicates similar dynamics [60]. UHC and GEDI identified a ‘non-leukaemic’ cluster, containing the WT, FDCP and MT-I samples, and a ‘leukaemic’ cluster, comprising the ME-I, ME-L and the MT-L samples. A group of co-ordinately downregulated probes seen in the ME-I, ME-L and MT-L samples is indicated by white arrowheads.

### Pre-leukaemic MOZ-TIF2 gene-expression profiles cluster with non-leukaemic, whereas MLL-ENL is more similar to leukaemic samples

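Gene expression was measured on Illumina MouseWG-6 version 2 bead arrays in 6 groups of mouse cells, from 250 ng of total RNA per array. The baselines were lineage-negative, Kit-positive bone marrow cells (WT) and FDCP-mix, a progenitor cell line that depends on IL3 (FDCP). Cells transduced with MLL-ENL (ME-I) or MOZ-TIF2 (MT-I) and grown in culture with IL3 represent initiation. Leukaemic, GFP-positive spleen cells of secondary recipients (ME-L and MT-L) represent progression, and the study states that leukaemic cells were cultured overnight in IL3. After the study's name for its cluster of ME-I, ME-L and MT-L, these are called the leukaemic groups below. Differences between them and WT, FDCP and MT-I are called differences at leukaemia. ME-I itself is pre-leukaemic in the paper. Each group had 3 biological replicates, which makes 18 arrays, on 3 slides that each hold arrays of several groups. Slide 1 holds WT, FDCP, ME-I and MT-L, and slide 2 holds WT, MT-I, ME-I and ME-L. Slide 3 holds WT, FDCP, MT-I, ME-L and MT-L. Values of the leukaemic groups within slides therefore compare different groups on each slide. The label of ME-L replicate 2 gives poor RNA quality as the reason why the study left it out. Results therefore rest on 17 arrays, and the value of that array is given for some of the genes.

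At a detection p under 0.01, the number of detected probes ran from 13938 to 15812 in WT (median 15391) and from 12994 to 14581 in FDCP (median 14431). It ran from 14453 to 15041 in MT-I (median 14895) and from 13568 to 14210 in ME-I (median 13772). The pair of ME-L arrays detected 14017 and 14133 probes, and the MT-L arrays 13852 to 14384 (median 14298). The number of arrays limits the precision of every value. Over all 18 arrays, ME-L replicate 1 had a median correlation of 0.958 with the other ME-L arrays. The omitted replicate 2 had 0.959 and replicate 3 had 0.971. WT replicate 3 had a median correlation of 0.956 with the other WT arrays, which had 0.968 and 0.969. The log2 signal of Gfi1 was 6.33 on it against 9.75 and 9.47 on the other WT arrays, and that of Cebpe 5.90 against 9.02 and 8.76. The signal of Gata2 was 10.47 on it against 10.45 and 10.19.

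The authors summarised the beads with BeadStudio and processed the signals with lumi, by a variance-stabilizing transformation and quantile normalization. The values reported here start from the deposited signals, which are neither corrected for background nor normalized. They were corrected with limma's normexp model for negative controls, inferred from the detection p, with an offset of 16, then quantile normalized and taken to log2. Probes detected on at least 1 array were tested in a single limma model of the 6 groups, with Benjamini-Hochberg adjustment within each comparison and the study's FDR of 0.001. Means of several groups were thus compared against the spread between replicates, and their p-values do not measure the spread between groups. The model, the gene lists and the rule for naming genes were chosen before the data were examined, and so were the alternatives, except for the deposited table combined with a 2-fold limit and the clustering of scaled or of called probes. The comparison of cells from mice with lines in culture was not among the comparisons set beforehand. For a probe that no array of a group detected, the fold change is given as at least a number. It sets the mean of the brighter group against the mean, over the arrays of the dim group, of the higher of the probe's own signal and the lowest signal of any detected probe. The median of a list is also given with such groups held at that floor. Lists of genes were tested with limma's camera at a preset correlation between genes of 0.01, in 184 tests adjusted together. Of these, 74 had an adjusted p of at most 0.05, and 28 of the 74 also had one with an estimated correlation.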

To monitor global expression changes during leukaemia progression for both MLL-ENL and MOZ-TIF1, we performed gene expression profiling for three biological replicates each of the lin^-^/kit^+^ bone marrow (WT), FDCP-mix (FDCP), MLL-ENL initiation (ME-I), MOZ-TIF2 initiation (MT-I), MLL-ENL progression (ME-L) and MOZ-TIF2 progression (MT-L) samples. 20,759 of the 45,281 probes present on the array were expressed in at least one of our samples (Figure 1B). 

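Several genes were detected in a single group of cells. Car1, a carbonic anhydrase gene of early erythroid cells, and Aqp1, a water channel gene of the same lineage, were detected on every bone marrow array and on no other. Pdyn, which encodes the precursor of dynorphin, was detected only in MT-I. Car1 had a log2 signal of 13.22 ± 0.78 (SD, n = 3) in WT, at least 256-fold above ME-I (adjusted p = 1.3e-13 from limma) and at least 288-fold above MT-I (adjusted p = 7.9e-14). Aqp1 was at least 141-fold above ME-I in the same bone marrow cells (adjusted p = 1.2e-13). Pdyn had a signal of 11.25 ± 0.06 (SD, n = 3) in MT-I, at least 74.6-fold above WT (adjusted p = 2.1e-16 from limma) and at least 66.0-fold above FDCP. ME-L replicate 2 had signals of 4.22 for Car1 and 4.49 for Pdyn, neither of them detected. In total, 20466 of the 45281 probes were detected on at least 1 of the 17 arrays. Over all 18 arrays the number was 20759, and these are the same probes as in the authors' deposited table. The probe annotation gives 1 gene for 17599 of the 20759 probes, several genes for 8 and none for 3152. The expressed and named probes of the 17 arrays represent 10915 genes.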

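Ccnd1, which encodes cyclin D1, and Irf8, a transcription factor of monocytes, were higher in the mean of cells taken from mice (WT, ME-L and MT-L) than in that of cells grown as lines in culture with IL3 (FDCP, MT-I and ME-I), though neither was called in ME-L against ME-I (adjusted p = 0.011 and adjusted p = 0.27 from limma). The study states that leukaemic cells also had IL3, in overnight culture. The cystatin genes Stfa1 and Stfa2, of myeloid cells, were lower in the cells taken from mice. F2r, the thrombin receptor gene, was lower in ME-I, ME-L and MT-L than in the baselines. The log2 fold change of Ccnd1 between cells from mice and lines in culture was 4.32, or 4.06 at the floor (standard error 0.33, adjusted p = 1.7e-08 from limma), and that of Irf8 was 3.44, or 3.08 at the floor (standard error 0.27, adjusted p = 2.3e-08). Stfa1 had a log2 fold change of -5.40 (standard error 0.24, adjusted p = 1.7e-11 from limma) in this comparison and Stfa2 one of -4.80, or -4.62 at the floor (standard error 0.29, adjusted p = 8.6e-10). Of all divisions of the groups into 3 and 3, this one had the most called probes on these same arrays. Ccnd1, Irf8, Stfa1 and Stfa2 are among its largest changes. Their p-values therefore describe the division and are not independent evidence. F2r had a log2 fold change of -6.82, or -6.58 at the floor, between the leukaemic groups and the baselines (standard error 0.19, adjusted p = 5.2e-14 from limma).

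Complete linkage on Euclidean distances between the 17 arrays, over all expressed probes, first parted WT and MT-L from FDCP, MT-I, ME-I and ME-L. This places 9 of the 17 arrays as in a division of WT, FDCP and MT-I from ME-I, ME-L and MT-L. The better way to match the sides is counted, so 9 is the lowest number possible. The deposited table, correlation as the distance, no filter, no background correction and median scaling each gave the same division. With average linkage, FDCP and MT-I stood apart from the rest and 14 arrays were placed so. Over all 18 arrays, ME-I and ME-L stood apart and 15 arrays were placed so, while without WT replicate 3 the number was 14. The first principal component held 31.1% of the variance and the second 24.1%. The 6 groups can be divided into 3 against 3 in 10 ways. The division into cells from mice and lines in culture had 671 probes whose arrays did not overlap between the sides, and the division at ME-I, ME-L and MT-L had 637. The latter had 1805 called probes of at least 2-fold difference and the former 1651. The division with the next highest number, WT, MT-I and MT-L against the rest, had 463 probes without overlap.

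**Figure D1:**
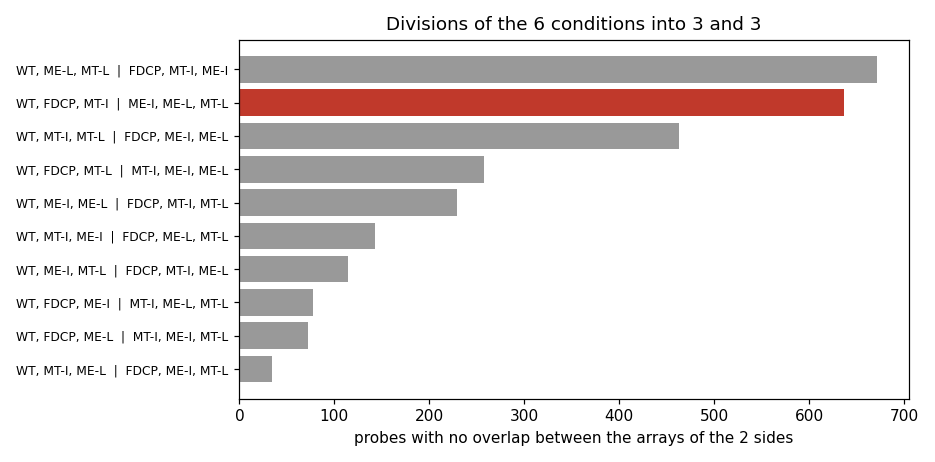
Number of expressed probes whose arrays do not overlap between the sides, for each of the 10 ways to divide the 6 groups into 3 and 3 (bars, 17 arrays). The red bar is the division of WT, FDCP and MT-I from ME-I, ME-L and MT-L, with 637 probes, next to 671 for the longest bar and 34 for the shortest.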

As expected, unsupervised hierarchical clustering and *Gene Expression Dynamics Inspector* (GEDI) maps of all expressed transcripts showed a clear separation of the two baselines and the two leukaemia samples (Figure 1D). Interestingly though, the gene-expression profile of MOZ-TIF2-inititation (MT-I) was closer to the non-leukaemic baseline samples WT and FDCP, whereas MLL-ENL-initiation (ME-I) was highly similar to the leukaemic samples MLL-ENL-L (ME-L) and MOZ-TIF2-L (MT-L). 

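Genes of mast cells differed between ME-I and MT-I. Ms4a2, which encodes the beta chain of the IgE receptor, and Hdc, the histidine decarboxylase gene of mast cells and basophils, were higher in MT-I than in both baselines. In ME-I, Ms4a2 was not detected and Hdc lay below both baselines. Of 12 mast cell and basophil genes, 7 were higher in MT-I than in WT and 1, Kit, was lower, while against FDCP 4 were higher and 2, Mcpt1 and Cma1, lower (median log2 fold change -0.64, adjusted p = 0.74 from camera). Nt5e, which encodes the ecto-nucleotidase CD73, and Bcl2a1d, a survival gene of the Bcl2 family, were higher in ME-I than in MT-I. Ms4a2 had a log2 fold change of 4.63 in MT-I against WT (standard error 0.15, adjusted p = 2.3e-13 from limma) and of 2.18 against FDCP (standard error 0.15, adjusted p = 3.4e-09). In ME-I it was at least 11.3-fold below FDCP (adjusted p = 2.8e-13 from limma). Hdc had a log2 fold change of 3.10 in MT-I against WT (standard error 0.39, adjusted p = 9.2e-06 from limma) and of -2.77 in ME-I (standard error 0.39, adjusted p = 2.5e-05). Between ME-I and MT-I, the log2 fold change of Nt5e was 5.07 (standard error 0.25, adjusted p = 4.4e-11 from limma) and that of Bcl2a1d 4.84 (standard error 0.29, adjusted p = 5.2e-10). In all, 1111 probes were higher and 1615 lower in ME-I than in MT-I, and 1723 in total when these groups were fitted alone.

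The mean Euclidean distance from an MT-I array to the WT and FDCP arrays was 129.6 ± 1.7 (SD, n = 3), against 148.4 ± 4.1 for an ME-I array (2-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 arrays allow). To the ME-L and MT-L arrays, the distance was 127.3 ± 8.2 from an ME-I array and 154.0 ± 2.8 from an MT-I array (the same exact test, p = 0.1). The ME-I arrays lay 100.2 from ME-L and 145.3 from MT-L, and they also lay 145.3 from FDCP.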

Further analysis of differential expression in six relevant pair-wise comparisons (summarised in Table S1 in Supporting Information S1) revealed more changes upon initiation but less at progression in MLL-ENL, compared to MOZ-TIF2 (Figure 1C), consistent with the differential clustering of the two pre-leukaemic samples.

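At initiation, the cystatin gene Stfa1 rose against bone marrow with either oncogene, and Elavl2, which encodes an RNA-binding protein of neurons, rose against both baselines with either. At MOZ-TIF2 progression, the homeobox genes En2 and Nkx2-3 rose, and so did Ly86, which encodes a surface protein of B cells and macrophages. At MLL-ENL progression, Elavl2 fell again and Gnas, which encodes the stimulatory G protein subunit, fell below detection. Stfa1 had a log2 fold change of 9.13 in ME-I against WT (standard error 0.41, adjusted p = 2.0e-11 from limma) and of 8.60 in MT-I. Elavl2 was at least 33.7-fold above WT in ME-I (adjusted p = 1.0e-12 from limma) and at least 4.09-fold in MT-I (adjusted p = 1.8e-08). In ME-L, Elavl2 was at least 30.4-fold below ME-I (adjusted p = 2.6e-11 from limma) and Gnas at least 20.4-fold (adjusted p = 4.1e-09). ME-L replicate 2 had signals of 5.00 for Elavl2 and 4.84 for Gnas. In MT-L, En2 was at least 193-fold above MT-I (adjusted p = 1.8e-16 from limma). Nkx2-3, detected on 1 of 3 MT-I arrays, had a log2 fold change of 6.52 (standard error 0.30, adjusted p = 1.6e-11 from limma). Ly86 was at least 70.0-fold above MT-I (adjusted p = 1.6e-09 from limma).

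Against WT, 1746 probes were higher and 1849 lower in ME-I, and 1665 were higher and 1512 lower in MT-I. Against FDCP, the numbers were 1441 and 1749 in ME-I and 1166 and 1109 in MT-I. At progression, 255 probes rose and 257 fell with MLL-ENL, against 2036 and 2171 with MOZ-TIF2. The total for MLL-ENL progression was 297 without ME-I replicate 2, 285 without ME-I replicate 3 and 296 without ME-L replicate 3. Without WT replicate 3 it was 748, against 4858 for MOZ-TIF2. Fitted on the compared groups alone, the totals were 921 for ME-I and 867 for MT-I against WT, 2821 and 2319 against FDCP, and 21 for MLL-ENL and 4043 for MOZ-TIF2 progression. Over all 18 arrays, the totals at progression were 800 and 3879. Slide as a block gave 434 and 2795, and the totals at initiation were 3526 and 2756 for ME-I and 2972 and 1747 for MT-I.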

To validate *in silico* the biological significance of the leukaemic clustering of ME-I, ME-L and MT-L, we performed *Gene Set Enrichment Analysis* (GSEA), based on a comparison with the two baselines (WT and FDCP-mix). 

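Genes that MLL fusions and HoxA9 are known to activate moved in both directions between the leukaemic groups and the baselines. Among them, Hoxa5, Hoxa7, Hoxa9, Hoxa10, the zinc finger gene Zeb2 and Lmo2, which encodes an adaptor of haematopoietic transcription complexes, were higher in the mean of ME-I, ME-L and MT-L. Meis1, a HoxA cofactor gene, the survival gene Bcl2, the transcription factor gene Sox4 and the progenitor marker gene Cd34 were lower. A list of 21 such genes was written down, of which 17 could be measured, while the curated sets and the enrichment program were not used here. Of the 17 genes, 6 were higher and 4 lower, the same numbers as adjusted over the list alone. The median log2 fold change was 0.17, and 0.18 with undetected groups at the floor (adjusted p = 0.14 from camera). It was 0.22 with slide as a block, and within slides 1 to 3 it was 0.45, -0.02 and 0.33. The slides hold different groups, and on slide 2 the only baseline array is WT replicate 3. Lmo2 had a log2 fold change of 0.94 against the baselines (standard error 0.10, adjusted p = 4.6e-07 from limma) and Zeb2 one of 1.69 (standard error 0.12, adjusted p = 6.0e-09). Sox4 had a log2 fold change of -1.60, or -1.09 at the floor (standard error 0.18, adjusted p = 1.9e-06 from limma), from ME-I and ME-L, where no array detected it, while its signal in MT-L was 9.11 ± 0.11 (SD, n = 3). Bcl2 had a log2 fold change of -2.74, or -2.53 at the floor (standard error 0.18, adjusted p = 1.8e-09 from limma) and Meis1 one of -2.32, or -2.06 at the floor (standard error 0.20, adjusted p = 5.0e-08). The signal of Bcl2 on ME-L replicate 2 was 6.16. In ME-I against FDCP, 7 genes of the list were higher and 3 lower (8 and 3 when adjusted over the list alone), with a median log2 fold change of 0.63 and adjusted p = 0.0072 from camera, and adjusted p = 0.084 with an estimated correlation.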

Significant enrichments (FDR <10%) were found for curated gene-sets known to be associated with leukaemogenesis, such as up-regulated in HoxA9 and MLL-fusions or modified by *Retinoid Acid Receptor Alpha* (RARA) [22], [23], [24] (Figure S1 A,B and C in Supporting Information S1). 

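The change from initiation to progression differed between the oncogenes for genes that include Cdkn1c, Cd34 and Prss34. Cdkn1c, which encodes the cell cycle inhibitor p57, rose from MT-I to MT-L and not from ME-I to ME-L. Cd34, a progenitor marker gene, also rose from MT-I to MT-L. The mast cell protease gene Prss34, highest in MT-I, fell with MOZ-TIF2 progression and was undetected in ME-I. The interaction, MT-L against MT-I minus ME-L against ME-I, had a log2 value of 4.62 for Cdkn1c (standard error 0.43, adjusted p = 4.8e-07 from limma). For Prss34 it was -9.43, or -8.39 at the floor (standard error 0.44, adjusted p = 8.1e-11 from limma). Cd34 was at least 5.25-fold higher in MT-L than in MT-I (adjusted p = 1.8e-06 from limma), with an interaction of 2.84, or 2.44 at the floor (standard error 0.47, adjusted p = 0.00027). It was the only one of 14 stem and progenitor genes called higher in MT-L than in MT-I, while Meis1, Gata2 and Angpt1 were lower (adjusted p = 0.15 from camera). The interaction was above 0 for 542 probes and below 0 for 874. The numbers were 284 and 519 with slide as a block. The signals of Cdkn1c and Prss34 on ME-L replicate 2 were 6.46 and 4.45, and over all 18 arrays the interaction was called for 1614 probes. From the expression profiles, the paper proposes that reprogramming is faster with MLL-ENL than with MOZ-TIF2.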

Taken together, comprehensive gene-expression profiling analysis implies that leukaemogenic transcriptional reprogramming occurs faster with MLL-ENL than MOZ-TIF2. Moreover, while the transcriptional status of the ‘initiation’ phase is distinct for the two different oncogenes, leukaemic progression of MOZ-TIF2 samples results in a transcriptional profile much closer to the MLL-ENL samples.

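Leukaemic MOZ-TIF2 cells came to share some genes with the MLL-ENL cells and to differ from them in others. Dab2, which encodes an endocytic adaptor, was undetected in MT-I and detected on every ME-I, ME-L and MT-L array. Cd34, a progenitor marker gene, and En2, a homeobox gene, were high in MT-L and low or undetected in the MLL-ENL cells. Dab2 was at least 5.88-fold higher in MT-L than in MT-I (adjusted p = 2.7e-06 from limma). Its signal was 7.99 ± 0.39 (SD, n = 3) in ME-I, 9.73 ± 0.37 (SD, n = 2) in ME-L and 7.61 ± 1.16 (SD, n = 3) in MT-L, and 9.72 on ME-L replicate 2. En2 had a signal of 12.64 ± 0.08 (SD, n = 3) in MT-L against 6.11 ± 0.39 (SD, n = 2) in ME-L and 4.64 on ME-L replicate 2. Cd34 had a signal of 7.44 ± 0.24 (SD, n = 3) in MT-L and was detected on no ME-I or ME-L array. Between ME-L and MT-L, 945 probes were higher and 1004 lower in ME-L. Their total was 1484 with slide as a block and 2567 over all 18 arrays. It was 1227 without ME-L replicate 3, 1262 with median scaling and 724 when fitted on the compared groups alone.

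The mean Euclidean distance of an MT-L array to the ME-I and ME-L arrays was 139.7 ± 1.3 (SD, n = 3), against 145.1 ± 3.1 for an MT-I array (2-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 arrays allow). The groups' arrays did not overlap in this measure. To ME-L alone, MT-L lay nearer than MT-I, at 131.3 against 152.0, while to ME-I alone MT-L lay farther than MT-I, at 145.3 against 140.5. MT-L lay 138.0 from WT and 155.3 from MT-I.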

### Transcriptional downregulation is a common feature of MLL-ENL and MOZ-TIF2 leukaemia models

Both fusion-proteins MLL-ENL and MOZ-TIF2 are thought to induce leukaemogenic transformation at least in part by activating abdominal *HoxA*-cluster genes. However, delayed acquisition of a full leukaemic expression profile seen with MOZ-TIF2 suggests that additional down-stream effectors/collaborators are required and occur early or late with the MLL-ENL and MOZ-TIF2 oncogenes, respectively. Of note, simultaneous availability of timecourse datasets for both MLL-ENL and MOZ-TIF2 provided an opportunity to identify some of these putative effectors by intersecting the differentially expressed genes of the “baseline”/“initiation” comparison for MLL-ENL with the “initiation”/“progression” comparison for MOZ-TIF2. This allowed us to identify 49 upregulated and 111 downregulated probes (corresponding to 40 and 88 genes), which represent to a novel candidate gene set associated with development of full leukaemia in these two AML mouse models (Figures S3, S4 and Table S2 in Supporting Information S1).

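The genes that rose in both models include Lpl, which encodes the lipoprotein lipase of macrophages, Ms4a6d, a gene of monocytes, and B3gnt8, which encodes a glycosyltransferase. They also include Cdkn1c. The genes that fell in both include those of globin chains, mast cell proteases and the thrombin receptor. Lpl had a log2 fold change of 4.12 in ME-I against WT (standard error 0.36, adjusted p = 8.2e-08 from limma), and it was at least 22.4-fold higher than in FDCP and at least 57.0-fold higher in MT-L than in MT-I (adjusted p = 1.4e-10). Ms4a6d had a log2 fold change of 3.80 in ME-I against FDCP (standard error 0.45, adjusted p = 3.4e-06 from limma) and of 3.74 in MT-L against MT-I (standard error 0.45, adjusted p = 3.7e-06). B3gnt8 had a log2 fold change of 3.42 in MT-L against MT-I (standard error 0.31, adjusted p = 1.4e-07 from limma). Fitted on the groups compared alone, the rises of Ms4a6d and B3gnt8 in ME-I against WT, 3.05 and 3.18, were no longer called. F2r had a log2 fold change of -7.73 in ME-I against FDCP (standard error 0.29, adjusted p = 1.3e-12 from limma) and of -6.03 in MT-L against MT-I (standard error 0.29, adjusted p = 3.4e-11). On ME-L replicate 2, the signal of Lpl was 12.74 and that of F2r 5.13.

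With a call required against both baselines at MLL-ENL initiation and at MOZ-TIF2 progression, 122 probes of 84 genes were higher and 206 probes of 140 genes lower. If the calls of the models were independent, 64.4 and 65.1 probes would be shared. No array enters the means on both sides of this comparison. All calls rest on the same estimate of spread for each probe, though, so they are not independent. The numbers for independent calls are therefore only a rough guide. Another 93 probes rose with MLL-ENL and fell with MOZ-TIF2 (68.6 if independent), and 85 fell and rose (61.1 if independent). Without WT replicate 3, the shared numbers were 135 and 241 probes. They were 87 and 162 with slide as a block, and 105 and 187 over all 18 arrays. Median scaling in place of quantile normalization gave 73 probes higher in both, and fits on the compared groups alone gave 38 higher and 107 lower.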

Common downregulation in the ME-I, ME-L and MT-L samples was also readily observed in the GEDI maps (see arrowheads in Figure 1D). 

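The genes lower in ME-I, ME-L and MT-L include some of mast cells, basophils, eosinophils, erythroid cells and megakaryocytes. Prg2, which encodes the major basic protein of eosinophils, was detected on no ME-I, ME-L or MT-L array. Cpa3, the carboxypeptidase gene of mast cells, was detected, among these arrays, on 2 of MT-L. The beta-globin gene Hbb-bt and the platelet glycoprotein genes Gp5 and Itga2b were detected on all arrays of WT, FDCP and MT-I and on none of ME-I, ME-L and MT-L. Prg2 was at least 91.6-fold lower in ME-I than in FDCP (adjusted p = 7.1e-08 from limma) and at least 621-fold lower in MT-L than in MT-I (adjusted p = 1.6e-09). Cpa3 was at least 362-fold lower in ME-I than in FDCP (adjusted p = 1.8e-12 from limma) and had a log2 fold change of -6.84 in MT-L against MT-I (standard error 0.36, adjusted p = 1.2e-10). Hbb-bt was at least 116-fold lower in ME-I than in FDCP (adjusted p = 2.8e-13 from limma) and at least 103-fold lower in MT-L than in MT-I (adjusted p = 9.5e-13). Gp5 was at least 24.3-fold lower in ME-I than in FDCP (adjusted p = 3.1e-12 from limma) and Itga2b at least 17.4-fold (adjusted p = 1.3e-12). On ME-L replicate 2 the signals of Prg2, Cpa3 and Hbb-bt were 4.37, 4.38 and 4.40.

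Of 12 measured mast cell and basophil genes, 10 were lower across the leukaemic groups and none was higher, and adjusted over the list alone the number was also 10. Their median log2 fold change was -3.99, or -3.59 at the floor (adjusted p = 1.7e-10 from camera), and -4.03 with slide as a block. Within slides 1, 2 and 3 the median was -3.37, -3.42 and -4.10. The slides hold different groups, so values within slides in this comparison are not repeats of a single comparison. All 4 measured eosinophil genes were lower, with a median of -4.53, or -3.84 at the floor. Of 16 erythroid genes, 11 were lower (12 when adjusted over the list alone), with a median of -1.48, or -1.05 at the floor (adjusted p = 4.2e-08 from camera). In ME-I against FDCP, 4 erythroid genes were lower and 1 higher, with a median of -0.05 (adjusted p = 0.18 from camera). Of 15 megakaryocyte genes, 9 were lower and 1 higher (11 and 1 when adjusted over the list alone), with a median of -0.89, or -0.60 at the floor (adjusted p = 1.6e-05 from camera). The medians of the eosinophil, erythroid and megakaryocyte genes were -4.59, -1.45 and -0.83 with slide as a block. Within slides 1, 2 and 3 they were -4.07, -4.76 and -4.54 for eosinophil genes, -1.40, -1.72 and -1.23 for erythroid genes and -1.0, -0.77 and -1.05 for megakaryocyte genes. In the other direction, 6 of 19 monocyte and macrophage genes were higher and none lower (6 when adjusted over the list alone), with a median of 0.50, or 0.47 at the floor (adjusted p = 0.0015 from camera, and adjusted p = 0.49 with an estimated correlation), and of 0.51 with slide as a block. Within the slides the monocyte median was 0.32, 1.06 and 0.57.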

17 out of 23 genes in the repressed GEDI region overlapped with the shared repressed gene-set derived from the analysis of differentially expressed genes, thus underlining the consistency of our results using two independent bioinformatic approaches. The commonly activated and repressed probes, as well as probes derived from the shared repressed GEDI region are displayed in clustered heat-maps (Figure S4 in Supporting Information S1) and listed as 40, 88 and 23 unique genes, respectively (Table S2 in Supporting Information S1). Interestingly, key haematopoietic transcription factors such as Gata2, Gfi1b and Zfpm1/Fog, were found in this commonly repressed gene-set. 

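Gata2, a zinc finger factor that stem cells and mast cells need, rose in MT-I above both baselines and then fell at MOZ-TIF2 progression. With MLL-ENL it was lost at initiation. Gfi1b, a zinc finger repressor that acts in erythroid and megakaryocyte development, was undetected in ME-I, ME-L and MT-L. Cbfa2t3, which encodes the corepressor Eto2, also lay among the genes lower in both models, though in MT-L it was not called with slide as a block (adjusted p = 0.0028). Another expressed probe of Cbfa2t3 gave -0.84 in log2 in ME-I against WT and -0.32 in MT-L against MT-I, neither of them called. Against FDCP that probe was called in ME-I, at -1.87. Gata2 (probe ILMN_2612283) had a log2 signal of 10.37 ± 0.16 in WT, 12.32 ± 0.09 in FDCP and 13.40 ± 0.06 in MT-I (SD, n = 3 each). No ME-I array detected it, and ME-I was at least 35.4-fold below WT (adjusted p = 9.3e-14 from limma) and at least 137-fold below FDCP (adjusted p = 9.8e-16). Of the ME-L arrays, replicate 1 detected it and replicate 3 did not, with a mean of 4.88 ± 0.50 (SD, n = 2) and a value of 4.70 on replicate 2. In MT-L its signal was 6.54 ± 0.03 (SD, n = 3), a log2 fold change of -6.87 against MT-I (standard error 0.16, adjusted p = 2.7e-15 from limma). The log2 fold changes of Gata2 in ME-I, held at the floor, were -5.14 against WT and -7.16 against FDCP with slide as a block, and that in MT-L was -6.75. Within slides, they were -4.98 and -5.23 against WT and -7.04 against FDCP, again at the floor, and -6.82 in MT-L against MT-I. Gfi1b (probe ILMN_2772930) was at least 26.1-fold lower in ME-I than in WT (adjusted p = 1.5e-12 from limma) and at least 12.4-fold lower than in FDCP (adjusted p = 1.2e-11). In MT-L it was at least 23.6-fold lower than in MT-I (adjusted p = 1.5e-12 from limma), and its value on ME-L replicate 2 was 4.28. Within slides, the log2 fold changes of Gfi1b, with ME-I and MT-L at the floor, were -4.23 and -5.30 against WT, -3.73 against FDCP and -4.60 in MT-L. Zfpm1 has no probe paired with its symbol in the annotation used, so it was not analysed here.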

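The genes whose arrays part without overlap at leukaemia include, on the lower side, the alpha-globin gene Hba-a1, the basophil protease gene Mcpt8, Gata1, the master factor of erythroid cells, and Itga4, an integrin gene of progenitor homing. On the higher side they include Csf2ra, which encodes the GM-CSF receptor, Lgals3, the macrophage gene of galectin-3, and Bcl2a1d. The mean log2 fold change of ME-I, ME-L and MT-L against WT, FDCP and MT-I was -5.34 for Hba-a1, or -4.90 at the floor (standard error 0.15, adjusted p = 1.9e-14 from limma) and -4.39 for Mcpt8 (standard error 0.26, adjusted p = 3.0e-10). It was 4.66 for Lgals3 (standard error 0.37, adjusted p = 1.7e-08 from limma) and 4.71 for Bcl2a1d (standard error 0.17, adjusted p = 5.7e-13). The signal on ME-L replicate 2 was 13.98 for Lgals3 and 5.96 for Mcpt8. In 332 probes of 231 genes, every one of the 8 ME-I, ME-L and MT-L arrays lay below every one of the 9 others. In 305 probes of 217 genes each lay above. These are 1.62% and 1.49% of the probes tested. Over the 10 ways to divide the groups into 3 and 3, between 34 and 671 probes parted without overlap in either direction. A difference of at least 2-fold was present in 272 of the lower and in 212 of the higher probes. The lower probes include 173 of those that fell in both models, and the higher probes 96 of those that rose in both. Over all 18 arrays, 300 probes were lower and 283 higher without overlap. Between the means of these groups, 2020 probes were higher and 2282 lower in limma, and 1889 and 2175 with slide as a block. These calls rest on the spread between replicates within groups, not on the spread between the groups of a side. A group with an extreme value can therefore be enough for a call. Fitted as 2 groups, in which that spread counts, 519 probes were called. The grouping was found on these same arrays, so the counts describe it and are not independent evidence.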

In summary, global analysis provided evidence that transcriptional downregulation is a common feature associated with full leukaemic transition in both AML mouse models.

### Dynamic transcriptional regulation of hematopoietic stem/progenitor cell transcription factors during leukaemogenic progression

Our finding of downregulated expression of Gata2, Gfi1b and Zfpm1/Fog during leukaemic progression prompted us to investigate in more detail transcription factor gene expression patterns to identify candidate regulators of leukaemogenic transcriptional reprogramming. 

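Transcription factor genes changed in both directions. Ikzf2, which encodes the lymphoid factor Helios, and Zeb1, a zinc finger repressor gene, were lower in both models, and Tfec, a factor of macrophages, and Zeb2 were higher in both. Irf8 rose with MOZ-TIF2 progression. Ikzf2 was at least 8.69-fold lower in ME-I than in FDCP (adjusted p = 9.4e-11 from limma) and at least 6.45-fold lower in MT-L than in MT-I (adjusted p = 1.3e-09). Zeb1 had a log2 fold change of -2.10 in ME-I against FDCP (standard error 0.21, adjusted p = 4.1e-07 from limma), and it was at least 4.25-fold lower in MT-L than in MT-I (adjusted p = 3.8e-08). Tfec had a log2 fold change of 2.68 in MT-L against MT-I (standard error 0.28, adjusted p = 5.5e-07 from limma). Zeb2 had a log2 fold change of 1.54 in ME-I against FDCP (standard error 0.19, adjusted p = 3.7e-06 from limma) and of 0.92 in MT-L against MT-I (standard error 0.19, adjusted p = 0.00066). Irf8 was at least 33.5-fold higher in MT-L than in MT-I (adjusted p = 2.5e-08 from limma) and had a log2 fold change of 0.88 in ME-L against ME-I (adjusted p = 0.27), with an interaction of 4.72, or 4.18 at the floor (standard error 0.67, adjusted p = 6.1e-05). Ikzf2, Tfec and Irf8 had signals of 4.42, 7.92 and 8.68 on ME-L replicate 2. A list of 215 genes of DNA-binding factors was written down, of which 157 could be measured. In at least 1 of the 6 comparisons, 98 of the 157 were called. Between the leukaemic groups and the others, 26 were higher and 27 lower (28 and 27 when adjusted over the list alone), with a median log2 fold change of 0.01, or 0.06 at the floor (adjusted p = 0.97 from camera). Slide as a block gave a median of 0.02, and within slides 1 to 3, which hold different groups, it was 0.08, 0.07 and 0.04.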

121 genes functionally annotated as DNA-binding transcription factors were differentially expressed in comparisons involving MLL-ENL and/or MOZ-TIF2 time courses. These included several *HoxA* genes as well as 19 transcription factors known to function as regulators of HSPCs [25]. 

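Among the factors of stem and progenitor cells, Gata2 and Gfi1b were lower on every ME-I, ME-L and MT-L array than on any array of WT, FDCP and MT-I. The ETS factor gene Ets2, the repressor gene Gfi1 and Lyl1, which encodes a basic helix-loop-helix factor, were higher on every one of them. Of the factors named in Fig. 2A, 17 were used, with 1 probe per gene. Complete linkage on the 17 genes, each centred and scaled to SD 1, parted WT, FDCP and MT-I from ME-I, ME-L and MT-L on 17 of 17 arrays. Over all 18 arrays, ME-L replicate 2 included, the number was 18 of 18. Gfi1 had a signal of 9.94 and Ets2 one of 10.13 on ME-L replicate 2. Of the 17 genes, 6 were higher and 9 lower in the leukaemic groups, as they were when adjusted over the list alone. The study chose these genes on the same arrays, so neither the clustering on them nor these counts are independent evidence. Their median log2 fold change was -1.16, or -1.05 at the floor (adjusted p = 0.032 from camera, adjusted p = 0.21 with an estimated correlation and adjusted p = 0.066 with slide as a block). Within slides 1 to 3, which hold different groups, the median was -0.54, -0.28 and -0.75. In the 6 comparisons of the time courses, 15 of the 17 were called at least once.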

Unsupervised hierarchical clustering using these 19 genes generated the same partition observed above into ‘non-leukaemic’ and ‘leukaemic’ clusters with HSPC-TFs subdivided into gene-clusters of repression and activation (Figure 2A). 

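Klf1, the erythroid Kruppel-like factor gene, fell from bone marrow to ME-I and from MT-I to MT-L, and was undetected in FDCP. Cebpe, a factor of granulocyte maturation, and Fli1, an ETS factor of megakaryocytes, fell in MT-L. Tal1, which encodes the stem cell leukaemia factor, and Cbfa2t3, its partner, were undetected in ME-I. Runx1, the core-binding factor gene, fell in ME-I against FDCP. Ets1, a lymphoid ETS factor gene, Meis1 and Cebpa, the granulocyte master gene, peaked in MT-I and fell in MT-L.

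Klf1 had a log2 fold change of -5.95 in ME-I against WT (standard error 0.22, adjusted p = 1.6e-12 from limma), and it was at least 17.4-fold lower in MT-L than in MT-I (adjusted p = 3.6e-11). Within slides, its changes were -5.50 and -6.40 against WT and, with MT-L at the floor, -4.46 in MT-L. Cebpe was at least 48.0-fold lower in MT-L than in MT-I (adjusted p = 5.7e-08 from limma), and -1.10 in log2 in ME-L against ME-I (standard error 0.60, adjusted p = 0.24). Fli1 had a log2 fold change of -1.33 in MT-L (standard error 0.25, adjusted p = 0.0003 from limma), which was not called without MT-I replicate 1 or 3 or MT-L replicate 2 or 3, nor with median scaling. Tal1 was at least 11.2-fold lower in ME-I than in WT (adjusted p = 2.9e-11 from limma), and had a log2 fold change of -0.54 in MT-L against MT-I (standard error 0.21, adjusted p = 0.045). Within slides, Tal1 changed by -3.16 and -4.07 in ME-I, held at the floor, against WT. Cbfa2t3 was at least 29.4-fold lower in ME-I than in FDCP (adjusted p = 4.0e-12 from limma). In MT-L its log2 fold change was -1.21 (standard error 0.22, adjusted p = 0.00027 from limma), and with slide as a block it was no longer called (adjusted p = 0.0028). Runx1 had a log2 fold change of -2.30 in ME-I against FDCP (standard error 0.21, adjusted p = 1.0e-07 from limma), of -0.68 against WT (adjusted p = 0.014) and of -0.96 in MT-L (adjusted p = 0.0011). Another expressed probe of Runx1 gave -0.71 in ME-I against FDCP and was not called.

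Ets1 was at least 46.5-fold lower in MT-L than in MT-I (adjusted p = 8.3e-11 from limma). In ME-I it had a log2 fold change of 1.83 against FDCP (standard error 0.31, adjusted p = 0.00014 from limma), for which another expressed probe, with a mean signal of only 4.44, gave -0.14. Meis1 fell by 4.09 in log2 from ME-I to ME-L (standard error 0.33, adjusted p = 3.3e-07 from limma), where replicate 1 of ME-L detected it and replicate 3 did not, and it was at least 87.9-fold lower in MT-L than in MT-I. Cebpa had a log2 fold change of 2.21 in MT-I against WT (standard error 0.25, adjusted p = 3.2e-06 from limma) and of -2.02 in MT-L against MT-I (standard error 0.25, adjusted p = 5.7e-06). ME-L replicate 2 had signals of 4.85 for Klf1, 7.69 for Cebpe, 8.08 for Fli1, 4.19 for Tal1, 5.47 for Cbfa2t3 and 6.82 for Runx1.

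**Figure D2:**
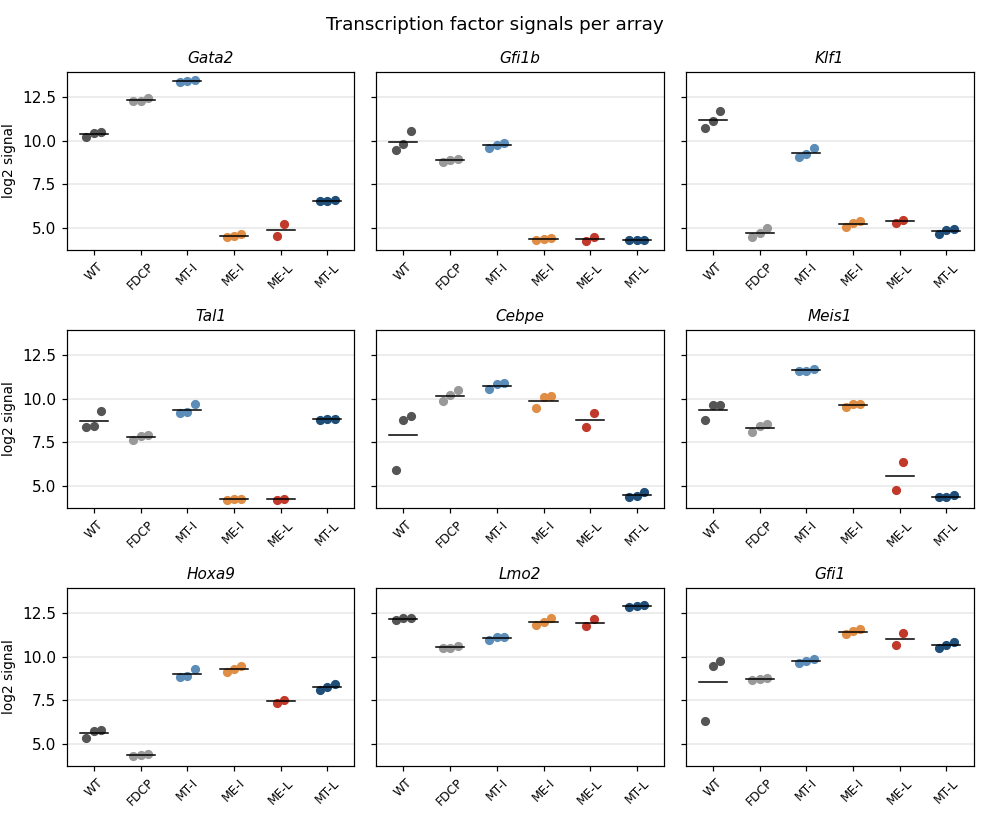
Normalized log2 signal of 9 transcription factor genes on each of the 17 arrays (points, sorted within a group), with the mean of each group (lines), for WT, FDCP, MT-I, ME-I, ME-L and MT-L. Gata2 and Gfi1b are low in ME-I, ME-L and MT-L, Tal1 is low in ME-I and ME-L only, and Cebpe is low on all arrays of MT-L only. WT replicate 3 also has a lower Cebpe signal (5.9) than the other WT arrays.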

The repression cluster could be further separated into genes repressed in both MLL-ENL and MOZ-TIF2 after progression to frank leukaemia (Klf1, Gata2, Gfi1b, Zfpm1/Fog), repression in MOZ-TIF2 only (Cebpe, Fli1), repression in MLL-ENL only (Tal1, Eto2, Runx1) and more variable patterns (Cebpa, Ets1, Meis1, Pbx1). 

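Lmo2, Ets2 and the Kruppel-like factor gene Klf2 were higher in ME-I, ME-L and MT-L, taken together, than in WT, FDCP and MT-I. At MOZ-TIF2 progression, Lmo2 alone of the activated factors passed the test. In ME-I against bone marrow, Lmo2 did not pass the test. Lmo2 had a log2 fold change of 1.03 across the groups (standard error 0.09, adjusted p = 3.3e-08 from limma). From MT-I to MT-L it was 1.83 (standard error 0.14, adjusted p = 1.9e-08 from limma), and from WT to ME-I -0.16 (standard error 0.14, adjusted p = 0.39). Within the slide that holds both, Lmo2 differed by 1.88 between MT-L and MT-I, and with slide as a block by 1.99. Ets2 had a log2 fold change of 1.13 across the groups (standard error 0.13, adjusted p = 2.4e-06 from limma) and of 1.01 in MT-L against MT-I (standard error 0.22, adjusted p = 0.0014). Klf2 had one of 2.03 across the groups, or 1.92 at the floor (standard error 0.34, adjusted p = 0.0001 from limma), which was not called when undetected probes were tested as well. In MT-L, Klf2 was at least 4.87-fold above MT-I, where no array detected it (adjusted p = 0.0011 from limma). On the WT arrays the signal of Klf2 was 8.23, 7.73 and, on replicate 3, 5.21. From MT-I to MT-L, the log2 fold changes of Gfi1, Lyl1 and Spi1, which encodes Pu.1, were 0.92 (adjusted p = 0.2 from limma), 0.56 (adjusted p = 0.0077) and 0.76 (adjusted p = 0.081). Within the slide they were 1.01, 0.46 and 0.22. ME-L replicate 2 had signals of 12.40 for Lmo2, 9.66 for Klf2 and 8.69 for Spi1.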

The cluster of activation (Lmo2, Ets2, Klf2, Gfi1, Lyl1, Sfpi1/Pu.1) showed fairly homogenous activation separating the WT/FDCP/MT-I from the ME-I/ME-L/MT-L samples.

**Figure 2:**
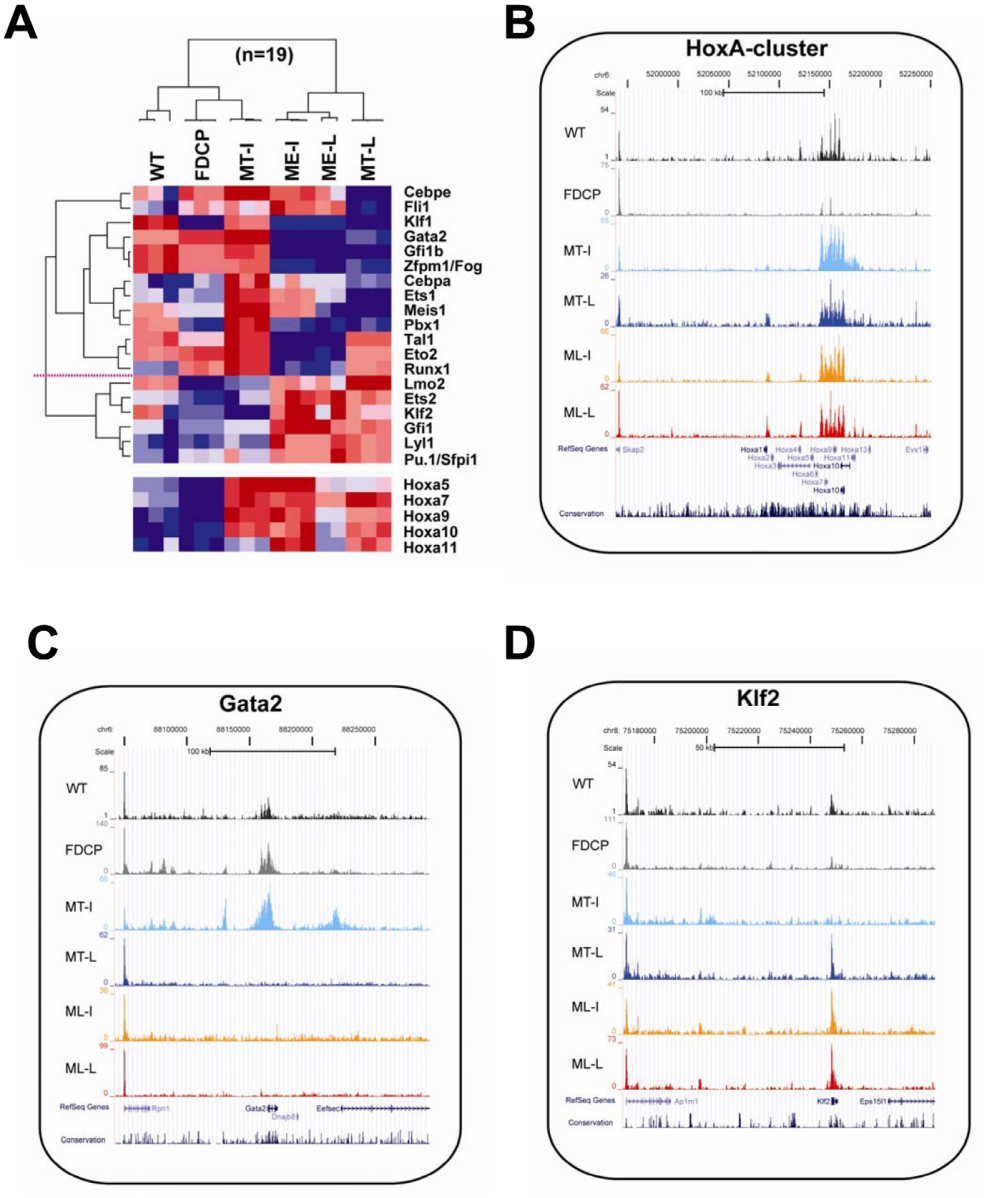
Dynamic changes of HSPC transcription factors during MLL-ENL and MOZ-TIF2 induced reprogramming. **A**) Hierarchical clustering of 19 dynamically expressed HSPC transcription factors. For comparison, dynamic expression changes of 5 abdominal *HoxA*-cluster genes are depicted as a heatmap at the bottom of the figure but were not included for the clustering analysis. Clusters of repression and activation could be distinguished and are separated by a horizontal dotted red line. **B**) Dynamic changes of histone H3K9 acetylation (H3K9ac) at the *HoxA*-cluster gene-locus. ChIP-Seq traces are displayed on the UCSC genome browser for one representative biological replicate of the six conditions under investigation (WT, FDCP, MT-I, MT-L, ME-I, ME-L). **C**) Dynamic changes of H3K9ac at the *Gata2* gene-locus. Down-regulation of Gata2 expression is paralleled by reduced acetylation marks. **D**) Dynamic changes of H3K9ac at the *Klf2* gene-locus. Up-regulation of Klf2 expression is paralleled by increased acetylation marks.

Having generated genome-wide histone acetylation datasets by ChIP-Seq in parallel to our gene-expression profiles, we next investigated whether alterations in steady state mRNA levels were accompanied by corresponding changes in levels of histone acetylation. As we and others have previously reported, cell-type specific regulatory regions can be identified by differential enrichment of H3K9ac [26], [27]. Activation of the abdominal *HoxA*-cluster genes is known to contribute to the leukaemogenic phenotype in our AML models. 

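The abdominal HoxA genes Hoxa5, Hoxa7, Hoxa9 and Hoxa10, which keep progenitors renewing, were higher at initiation with either oncogene than in both baselines. At initiation, Hoxa11 was higher in MT-I only, and it was detected on no ME-I or ME-L array. From MT-I to MT-L its log2 fold change was -0.52, which was not called. From initiation to progression Hoxa5 fell in both models, and Hoxa9 fell with MLL-ENL. Hoxa9 had a log2 signal of 5.61 ± 0.26 in WT, 9.29 ± 0.18 in ME-I and 9.01 ± 0.24 in MT-I (SD, n = 3 each), and no FDCP array detected it. Its log2 fold change against WT was 3.68 in ME-I (standard error 0.17, adjusted p = 2.8e-11 from limma) and 3.40 in MT-I (standard error 0.17, adjusted p = 8.3e-11). Within slides, Hoxa9 was 4.00 and 3.53 above WT in ME-I and 3.13 and 3.51 above WT in MT-I, and with slide as a block 3.75 and 3.37. In ME-L its signal was 7.42 ± 0.11 (SD, n = 2), a log2 fold change of -1.87 against ME-I (standard error 0.19, adjusted p = 3.9e-06 from limma), with 6.72 on ME-L replicate 2. In MT-L it was 8.24 ± 0.18 (SD, n = 3), a log2 fold change of -0.77 against MT-I (standard error 0.17, adjusted p = 0.0013 from limma). Hoxa5 was at least 27.2-fold above FDCP in ME-I (adjusted p = 1.3e-12 from limma) and at least 31.4-fold in MT-I (adjusted p = 1.7e-12). Hoxa7 was at least 39.1-fold above FDCP in ME-I (adjusted p = 3.7e-13 from limma) and at least 36.0-fold in MT-I (adjusted p = 1.1e-12). Hoxa10 was at least 3.35-fold above WT in ME-I (adjusted p = 8.7e-08 from limma), and at least 3.02-fold lower in ME-L than in ME-I, a call that was lost without ME-L replicate 1. Hoxa11 was at least 2.51-fold above WT in MT-I (adjusted p = 9.9e-08 from limma). Of the 9 measured genes of the whole cluster, 6 were higher in the leukaemic groups than in the baselines (6 when adjusted over the list alone), with a median log2 fold change of 1.04, or 0.52 at the floor (adjusted p = 1.1e-05 from camera). This median was 1.03 with slide as a block, and within slides 1 to 3 it was 1.11, 1.29 and 0.76. The slides hold different groups, and on slide 2 the only baseline array is WT replicate 3. From ME-I to ME-L, 4 of the 9 fell (5 when adjusted over the list alone), with a median of -1.03 (adjusted p = 1.2e-05 from camera) and of -1.46 within slide 2. Histone acetylation was not analysed here.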

Increased expression of *HoxA* genes was paralleled by increased H3K9ac marks as shown in Figure 2B. Beyond the specific example of the *HoxA* locus, dynamic changes of histone acetylation closely followed the dynamics of transcriptional changes (see Figures S5, S6 and S7 in Supporting Information S1 for example plots of HSPC-TF loci). Changing levels of acetylation marks were not only seen in promoter-regions but also observed at known and potentially new distal cis-regulatory elements, as exemplified for Gata2 and Klf2 in Figure 2C and 2D. Taken together, we hypothesize that leukaemogenic progression in MLL-ENL and MOZ-TIF2 AML models is associated with altered expression of HSPC-TFs which, in turn, is accompanied by corresponding changes in H3K9ac profiles at their candidate regulatory regions.

### Over-representation of consensus binding motifs for differentially expressed HSPC transcription factors within the most variable H3K9ac candidate regulatory regions

We next asked whether global motif content analysis of differentially acetylated regions would allow us to draw conclusions about which transcription factors might be relevant for genome-wide transcriptional reprogramming. To this end, peaks of enriched H3K9ac were identified for all 12 ChIP-Seq samples (2 biological replicates for each of our samples) resulting in a total number of 128,354 candidate regulatory regions that were identified in at least one sample. This is in line with the approximately 100,000 regions of open chromatin thought to be characteristic for mammalian cell types [28]. We next determined the relative number of CHIP-Seq reads for each of these 128,354 regions in each sample, which demonstrated high reproducibility of biological replicates (see Figure 3A). By contrast, when comparing samples corresponding to different stages such as baseline and leukaemia initiation stages (FDCP v. ME-I), substantial numbers of peaks showed altered levels of histone acetylation (Figure 3B).

**Figure 3:**
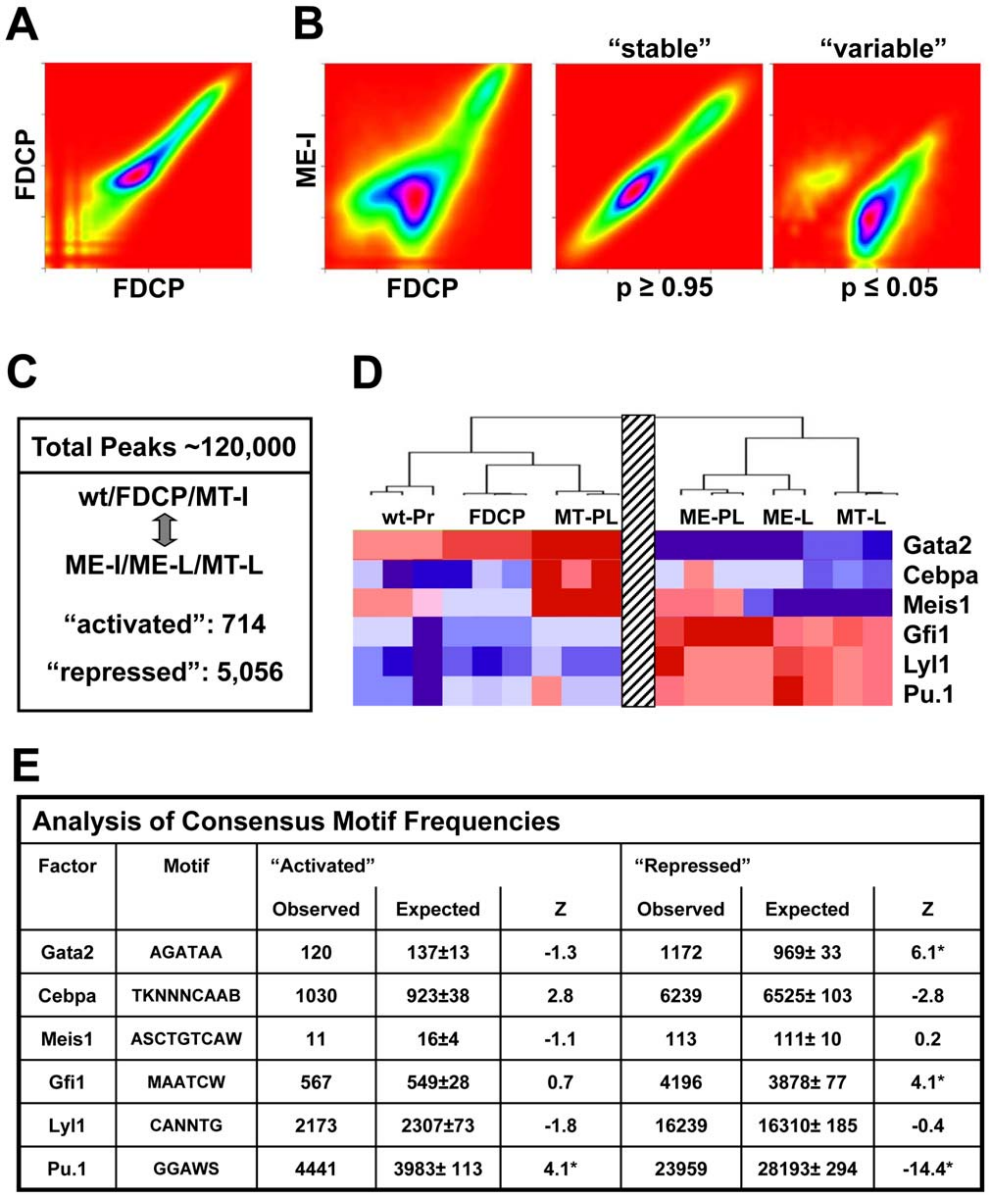
Over-representation of consensus binding motifs from differentially expressed HSPC transcription factors within most variable H3K9ac candidate regulatory regions. **A**) Kernel Density Estimation Plots (heat-maps) of relative H3K9ac peak-scores from biological replicates used for analysis of leukaemogenic progression in MLL-ENL. Peak scores are depicted as colour-coded heat-maps for the two FDCP biological replicates. Most datapoints lie on a diagonal suggesting good correlation between biological replicates. **B**) Heat-maps of relative H3K9ac peak-scores for the FDCP/ME-I ‘Initiation’ comparison as well as depiction of “stable” and “variable” regions (T-test: p≤0.05). Variable regions were clearly divided into enriched (above 45° axis) and deprived (below 45° axis) regions. **C**) Summary of dynamically changing H3K9ac candidate regulatory regions for the wt/FDCP/MT-I v. ME-I/ME-L/MT-L comparison. **D**) Expression profile for selected HSPC TFs across the wt/FDCP/MT-I v. ME-I/ME-L/MT-L comparison (derived from Fig. 2A). **E**) Observed and expected frequencies of 6 consensus-motifs in most variable H3K9ac candidate regulatory regions from C). Significantly increased and reduced peak-regions were used for the detection of differentially distributed motifs using bootstrap analysis with 1000 sets of background sequences (see methods). Significant under/over-representation was defined by a Z-score of ≤−3 or ≥+3 (indicated by a *).

To identify those regions with statistically significant changes of histone acetylation that parallel our gene expression analysis, we partitioned the ChIP-Seq peak datasets into WT, FDCP and MT-I on the one hand and ME-I, ME-L and MT-L on the other hand, in line with the major partition identified by clustering analysis of gene expression profiles. Peak-regions with *significant* changes in H3K9ac were determined by high-dimensional T-test analysis, defining the most variable candidate regulatory regions. Of note, many more peaks showed reduced levels of histone acetylation than an increase (Fig 3C) consistent with the predominance of downregulation observed in the gene expression profiling analysis.

To identify transcription factors that may be involved in this global reorganization of chromatin, we next explored the distribution of consensus binding motifs for differentially expressed HSPC-TFs across the most variable H3K9ac peak-regions (see Material and Methods). 

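Gata2, Gfi1, Lyl1 and Spi1 each differed between the leukaemic groups (ME-I, ME-L and MT-L) and WT, FDCP and MT-I, with Gata2 lower and the other factors higher. Gfi1 is a transcriptional repressor that acts in granulocyte development, Lyl1 a relative of Tal1, and Spi1 the master factor of myeloid cells. Cebpa did not pass the test across this division. Meis1 passed it in the mean of the groups, but its signal in ME-I was not below that in WT or FDCP. Gata2 had a log2 fold change of -6.71 across the division, or -6.48 at the floor (standard error 0.10, adjusted p = 6.6e-18 from limma). Gfi1 had one of 2.04 (standard error 0.34, adjusted p = 9.4e-05 from limma), which was not called when undetected probes were tested as well. Lyl1 had one of 0.65 (standard error 0.09, adjusted p = 2.4e-05 from limma) and Spi1 one of 1.20 (standard error 0.20, adjusted p = 0.00012), neither of which was called with median scaling. The log2 fold changes of Gata2, Gfi1, Lyl1 and Spi1 were -6.47 (at the floor), 1.97, 0.64 and 1.16 with slide as a block. Cebpa had a log2 fold change of -0.19 (standard error 0.15, adjusted p = 0.33 from limma), with signals of 5.21 ± 0.52 in WT, 5.49 ± 0.25 in FDCP, 7.42 ± 0.44 in MT-I, 6.14 ± 0.35 in ME-I and 5.40 ± 0.12 in MT-L (SD, n = 3 each). Of the WT arrays 1 detected Cebpa, and of the FDCP arrays 2. Meis1 had a log2 fold change of -3.24, or -2.98 at the floor (standard error 0.18, adjusted p = 1.3e-10 from limma). Against WT and FDCP, Meis1 in ME-I was 0.29 (adjusted p = 0.46 from limma) and 1.31 (adjusted p = 0.0023), neither of them called. Its signal was 9.35 ± 0.48 in WT, 8.34 ± 0.23 in FDCP, 11.62 ± 0.08 in MT-I and 9.65 ± 0.09 in ME-I (SD, n = 3 each), 5.56 ± 1.16 in ME-L (SD, n = 2) and below detection in MT-L. ME-L replicate 2 had signals of 5.67 for Cebpa, 4.72 for Meis1 and 9.73 for Lyl1.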

We focused this analysis on motifs for Gata2 and Gfi1/Lyl1/Sfpi1 which were down- and up-regulated respectively across the major partition (WT/FDCP/MT-I v ME-I/ME-l/MT-L) and also included motifs for Cebpa and Meis1 as controls because expression of those two factors did not correlate with this partition (Figure 3D). When we determined the expected and observed motif-occurrences for these six factors within differentially acetylated regions defined above, consensus sites for the two controls Cebpa and Meis1 occurred in expected frequencies. By contrast, motifs for all differentially expressed factors except Lyl1 showed highly significant over and/or under-representation (Figure 3E). Of particular interest, the consensus motifs for Gata2 and Sfpi1/Pu.1 were significantly over-/under-represented respectively in regions with reduced histone acetylation, which was completely consistent with the sharp downregulation of Gata2 and upregulation Sfpi1/Pu.1 expression at this transition. Taken together, the distribution of consensus binding motifs within candidate regulatory regions with significant changes of histone acetylation revealed that differentially expressed HSPC TFs such as Gata2 and Sfpi1/Pu.1 may play a role in transcriptional reprogramming.

### Gata2 over-expression inhibits expansion of MLL-ENL transduced cells

Integrated analysis of gene-expression and ChIP-Seq profiling datasets suggested a role for Gata2 downregulation during the development of AML in our mouse model system. To identify a potential functional role for Gata2 downregulation, we re-expressed Gata2 in MLL-ENL transduced cells. Expression vectors with IRES-dependent GFP-expression were used to monitor the proportion of GFP-positive cells in competitive proliferation assays performed in liquid and semi-solid conditions. We compared the effect of the empty vector *Mscv-PIG* (PIG) with full length Gata2 (Gata2) and a Gata2 deletion mutant (ΔGata2) (see Figure S8A in Supporting Information S1), which only contains the 294 N-terminal amino-acids and thus lacks the two zinc-fingers required for DNA-binding (see Figure S8B in Supporting Information S1). Both constructs produced the expected RNA and protein products see Figure S8C, D and E in Supporting Information S1).

In liquid-culture, GFP-positive cells over-expressing Gata2 demonstrated a competitive disadvantage by comparison with the GFP-negative cell fraction and showed highly reduced growth-kinetics when compared with cells transduced with the empty vector and the ΔGata2 constructs (Figures 4A and B). In concordance with this result, Gata2 over-expressing cells displayed a near complete failure of colony formation in semi-solid conditions, whereas the number of GFP positive and negative colonies was comparable for the negative controls (Figure 4C and E). To investigate the proliferation defect mediated by Gata2 in more detail, we performed cell-cycle and apoptosis analysis 36 hours after transduction. By analyzing GFP-positive and GFP-negative cells from the same sample in parallel, we were able to perform comparative analysis both within and across different samples. Consistent with the proliferation assays, Gata2 over-expressing samples showed an increase of cells in G0/G1- and a corresponding decrease in S/G2/M-phase, compared to the internal and external controls (Figure 4D). Importantly, 293T cells showed no obvious differences in growth or appearance when transfected with the same Gata2 expression or the two control constructs (PIG and ΔGata2). We have therefore no reasons to assume that high-level expression of Gata2 is non-specifically toxic to transduced cells. Moreover, we did not observe any significant effect on apoptosis by AnnexinV staining and no increase of quiescence by Ki67-staining 36 hours after infection of MLL-ENL cells (see Figure S9 in Supporting Information S1). In summary, over-expression of Gata2 is incompatible with sustained proliferation of MLL-ENL transduced cells consistent with a model whereby downregulation of Gata2 plays a role during the early stages of leukaemogenic reprogramming.

**Figure 4:**
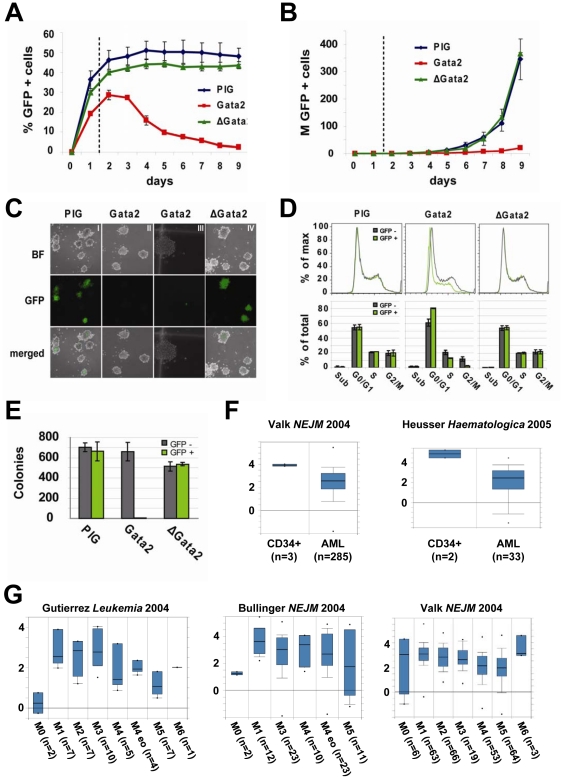
Gata2 over-expression interferes with cell-cycling and is incompatible with sustained proliferation of MLL-ENL transduced cells. **A**) Fraction of GFP-positive cells monitored in a competitive proliferation assay performed in liquid culture over a time-course of 9 days. ME-I cells were transduced with *pMSCV-Pgk-Puro-IRES-GFP* (PIG), *pMSCV-Gata2-Pgk-Puro-IRES-GFP* (Gata2) and *pMSCV-*Δ*Gata2-Pgk-Puro-IRES-GFP* (ΔGata2). Vector constructs are outlined in Figure S9A and B in Supporting Information S1. X-axis depicts days after transduction, y-axis the GFP-positive cell-fraction (% of total viable cells). GFP-positive and GFP-negative cells of each sample were analysed together without prior FACS-sorting. Results from two independent experiments (mean ± SD) are shown. Subsequent analysis (Figure 4D) was performed 36 hours after transduction (indicated by the dotted line). **B**) Growth curves show that Gata2 overexpression is incompatible with sustained proliferation of ME-I cells. X-axis depicts days after transduction, y-axis the total GFP-positive cell-number (in millions) determined from the GFP-positive fraction and the total number of viable cells. Results from two independent experiments (mean ± SD) are shown. **C**) Representative pictures of colony-formation in a competitive proliferation assay performed in semi-solid culture. ME-I cells were transduced with PIG, Gata2 and ΔGata2 and 10^4^ cells transferred to methylcellulose after 36 hours. Images were taken after 4 days under bright-field (BF) and with GFP fluorescent light (GFP) and merged with 10x magnifications (except section III, which was taken at 20x magnification). **D**) Cell-cycle analysis of GFP-positive and GFP-negative cells 36 hours after transduction. The upper panel depicts a representative cell-cycle plot of GFP-positive and GFP-negative ME-I cells after transduction with PIG, Gata2 and ΔGata2. Note that GFP-positive and GFP-negative cells of each sample were analysed together without prior FACS-sorting, providing an internal control for gating and settings of the instrument. X-axis shows PI fluorescence intensities, y-axis % of maximal counts. The lower panel depicts % of total counts in sub-G0/G1 (sub), G0/G1, S and G2/M-phase as determined by the cell-cycle plot for GFP-positive and GFP-negative cells. Results from two independent experiments (mean ± SD) demonstrated statistically significant alterations for the Gata2 transduced cells (sub, p = 0.97; G0/G1, p = 0.033; S, p = 0.068; G2M, p = 0.041; two-tailed t-test). **E**) Bar-chart of numbers of GFP-positive and GFP-negative colonies from C). Results from two independent experiments (mean ± SD) are shown. **F**) Comparison of GATA2 expression from published human AML microarray datasets performed with *Oncomine* (http://www.oncomine.org) [62]. Boxes display median expression values and contain data from the 25^th^ to 75^th^ percentiles with the bars representing the 10^th^ and 90^th^ percentiles respectively. Y-axis show log2 median centered ratios. The Valk et al dataset (GEO accession number: GSE1159) [31] shown on the left shows relatively high GATA2 expression in CD34+ control cells when compared with bone marrow samples from 285 AML-patients (probe H00625, note that 10th percentile of the CD34 samples is higher than the 90th percentile of the AML samples, thus indicating a significant difference in expression levels). The Heuser et al dataset (GEO accession number: GSE4137) [32] on the right similarly shows significantly higher levels of GATA2 in CD34+ cells from two healthy controls compared to blood and bone marrow samples from 33 AML-patients prior induction chemotherapy. **G**) Oncomine analysis of three independent gene expression datasets (GEO accession numbers: GSE1729, GSE425, GSE1159) [31], [33], [34] demonstrates that GATA2 expression levels are not higher in AML subtypes characterised by minimal differentiation (FAB AML-M0).

### Downregulation of GATA2 in human AML

Any potential involvement of GATA2 downregulation in the development of haematological disorders remains as yet unclear [29], [30]. However, when we analysed published gene-expression datasets, two collections of 285 and 33 AML patients showed higher levels of *GATA2* gene-expression in CD34+ cells from healthy controls compared with AML blast cells [31], [32] (Figure 4F). Similar levels of *GATA2* were found in all subtypes of AML and analysis of two additional datasets [33], [34] demonstrated that AML with minimal differentiation (FAB AML-M0) showed the lowest levels of *GATA2* (Figure 4G). This latter observation suggests that while *GATA2* expression is downregulated during normal myeloid differentiation, low *GATA2* expression in AML cells is unlikely to be simply related those myeloid differentiation steps that can still occur in leukaemic cells as it already occurs in the phenotypically most immature AML samples. Publicly available gene-expression datasets therefore corroborate a potential role for GATA2 downregulation in the development of human AML.

## Discussion

New genome-wide experimental approaches are widely reported as the ‘next generation’ of technologies that will revolutionise our understanding of cancers such as acute leukaemia. However, this goal is substantially complicated by the fact that acute leukaemias are caused by heterogeneous genetic and epigenetic events, which can occur at multiple levels during the dynamic progression from a premalignant state to frank leukaemia. For example, while genome-wide mapping of MLL-AF4 binding events identified stem cell regulators as prevalent target genes [35], little is known about the dynamic nature of global transcriptional reprogramming required for initiation and subsequent progression to the full leukaemic phenotype. Importantly, a focus on transcriptional reprogramming has the potential to identify shared aspects of transcriptional dysregulation and thus reduce the complexity and heterogeneity of diverse oncogenic events to a small number of specific pathways for exploration as novel disease classifiers and/or potential drug targets.

Studying the initiation or early progression of diseases such as AML is not feasible in human patients. However, mouse models of AML not only represent a valuable model for end-stage disease but also possess several qualities that make them amenable for studying disease initiation and progression. Firstly, the time point of the primary hit responsible for initiation of the disease can be strictly controlled and subsequent changes monitored. Secondly, monitoring changes within AML progression models has the potential advantage to identify new effectors/collaborators, which usually remain undetectable by approaches focussing only on frank leukaemia. Thirdly, different AML mouse model systems are available, which rely on transduction of distinct oncogenes with varying latency periods, and hence provide a suitable platform to identify shared pathways of general relevance for leukaemogenesis. Mouse models therefore represent powerful tools to study mechanisms of leukaemogenesis. Nevertheless, molecular targets identified in mouse model systems need to be further validated in human cells and xenotransplantation models to demonstrate potential clinical applicability [36].

In this study, we specifically focussed on two broadly accepted AML mouse models based on transplantation of stem/progenitor cells retrovirally transduced with the oncogenic fusion-proteins MLL-ENL and MOZ-TIF2, respectively [6], [7], [20]. The cell of origin for leukaemic transformation is still a matter of ongoing debate. Our selection of lin^-^/kit^+^ as control sample is in line with current evidence where transduction of either self-renewing HSC or short-lived CMP or GMP generated leukaemic cells with a similar immunophenotype [6]. All three of these starting populations are highly enriched in our lin^-^/kit^+^ control population. Moreover, expression analysis of HSPC TFs (such as *HoxA9, Tal1, Scl, Lmo2*) and myelomonocytic markers (such as *GM-Csfr, M-Csfr and G-Csfr*) paralleled those described by Cozzio et al [6] (see Figure S10 in Supporting Information S1). This observation underlines the similarity of our model system with previously published results and further validates the suitability of the lin^-^/c-kit^+^ control population.

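Of the receptor genes of myelomonocytic cells, Csf2ra, the alpha chain of the GM-CSF receptor, rose at MLL-ENL initiation. Csf1r, the M-CSF receptor gene, rose at MOZ-TIF2 progression. Csf3r, the G-CSF receptor gene, was higher in the mean of the leukaemic groups. Csf2rb, which encodes the beta chain shared by the receptors for GM-CSF and IL3, fell at MOZ-TIF2 progression. Csf2ra had a log2 fold change of 3.72 in ME-I against FDCP (standard error 0.35, adjusted p = 1.7e-07 from limma) and of 1.60 in MT-L against MT-I (standard error 0.35, adjusted p = 0.0012). Its signal was 10.07 ± 0.31 in ME-I and 8.47 ± 0.22 in MT-L (SD, n = 3 each) and 10.94 on ME-L replicate 2. Csf1r had a log2 fold change of 5.46 in MT-L against MT-I (standard error 0.37, adjusted p = 2.7e-09 from limma) and of 2.29 in ME-L against ME-I (standard error 0.41, adjusted p = 0.0013). Its signal was 11.43 ± 0.30 in MT-L (SD, n = 3), 8.91 ± 0.95 in ME-L (SD, n = 2) and 11.19 on ME-L replicate 2. With slide as a block, the log2 fold change of Csf1r in MT-L was 5.06, and within the slide that holds both groups it was 5.64. Csf3r had a log2 fold change of 1.24 across the groups (standard error 0.22, adjusted p = 0.00019 from limma), which was not called without ME-L replicate 3. Csf2rb had a log2 fold change of -1.75 in MT-L against MT-I (standard error 0.20, adjusted p = 1.8e-06 from limma), for which the other expressed probes gave -0.93 and -0.09, neither of them called. On WT replicate 3, the signals of Csf1r and Csf2ra were 6.04 and 6.03, against 7.91 and 8.03 on replicate 1 and 7.65 and 7.57 on replicate 2.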

We and others have previously reported that promoters and regulatory elements are enriched for H3K9ac marks [26], [27]. Distinct histone marks, sometimes combined with DNA binding proteins, have been used to identify potential regulatory regions [37], [38]. However, as long as regulatory elements are incompletely identified and characterized, there is no single epigenetic mark ‘of choice’ that can be considered the most appropriate to highlight regulatory regions [39], [40]. In both AML models, we observed upregulation of abdominal *HoxA*-gene expression as expected. Moreover, this was paralleled by substantially increased levels of histone acetylation and therefore validated our experimental approach of using regions of altered histone acetylation to interrogate transcriptional control mechanisms that may underlie leukaemia development. However, downstream effectors and/or or parallel contributors other than a deregulated Hox-program are required for leukaemia development [11], [41]. The integrated genome-wide approach used here provided a potential strategy to identify some of these additional transcriptional events. Inference of transcriptional control mechanisms from microarray expression profiling data alone has been attempted in the past using bioinformatic tools that typically search promoter regions or collections of evolutionarily conserved sequence blocks for overrepresented sequence motifs. When we examined our list of differentially expressed genes using two of the most widely used tools for this type of *in silico* analysis, *oPOSSUM* [42] only identified the binding site for one of the 19 factors shown in Figure 3A (i.e. Cebpa) and *Webmotifs* [43] failed to identify any significant motifs at all (see Figure S11 in Supporting Information S1). By contrast, our direct measurements of differential levels of histone acetylation allowed us to select an experimentally informed set of candidate regulatory regions that showed differential distribution of the binding sites for 3 of the 4 differentially expressed factors including the binding site for Gata2, the potential relevance of which we went on to validate experimentally. Consistent with arguments put forward in a recent review [40], integrated genomic approaches, such as expression and ChIP-Seq profiling used here, provide a much less arbitrary way to select regions for sequence motif analysis than pure *in silico* approaches and should therefore be widely applicable to study transcriptional dysregulation in disease.

In all current AML models, leukaemic cells display a somewhat more mature surface marker phenotype compared with the cells originally transduced, suggesting that expression changes alone can not be taken as evidence for functional significance but need to be followed up with specific experimentation. Integrated expression and ChIP-Seq profiling implicated downregulation of Gata2 as an important step during MLL-ENL and MOZ-TIF2 driven leukaemogenesis. Gata2 is a major regulator of haematopoietic stem cells during ontogeny [44] and a key component of wider HSC regulatory networks [45], [46], [47]. High expression levels of Gata2 are found in HSPC and down-regulation is required during normal haematopoietic differentiation [48]. Interestingly, enforced expression of Gata2 blocks normal haematopoiesis [49] and induces quiescence in HSCs [50]. Gata2 therefore represents a major regulator of HSPC homeostasis. Our finding that downregulation of Gata2 is a common feature for two AML mouse model systems suggests that abrogation of a Gata2-dependent transcriptional program may contribute to leukaemogenic transformation which is supported further by low GATA2 expression found in large-scale human AML datasets. Acute lymphoid leukaemia patient samples show overlapping, yet on average even lower levels of GATA2 than AML (data not shown) suggesting that the incompatibility of high GATA2 expression with leukaemia development may extend beyond AML. Additionally, two GATA-2 mutations (Δ341–346 and L359V), affecting the second zinc-finger domain (see Figure S8B in Supporting Information S1) and conferring either reduced or increased transcriptional activity, respectively, have recently been described in patients progressing from chronic to acute myeloid leukaemia.[51]. These findings are in line with our conclusion that deregulated Gata2 expression is involved in leukaemogenic progression, although, the exact mechanisms remain still to be elucidated. Of note, high-level ectopic expression of Gata2 in the murine myeloid cell line 416B did not inhibit proliferation, but instead allowed the derivation of clonal cell lines with a propensity for megakaryocytic differentiation [52], thus suggesting that Gata2-mediated inhibition of proliferation is context dependent. Importantly, our observation that MLL-ENL transduced cells remain susceptible to Gata2 mediated induction of cell-cycle arrest reveals a potential Achilles heel that could be characteristic for MLL-ENL leukaemic cells and that warrants further investigation.

Taken together, gene-expression and ChIP-Seq profiling coupled with bioinformatic analysis and functional validation allowed us to identify a potentially important, yet previously unknown regulatory process, that operates during transcriptional reprogramming in two mouse models of AML. Our results suggest that down-regulation of Gata2 may contribute to leukaemogenic transformation and that reactivation of Gata2 could be a novel treatment strategy in patients with acute leukaemias. Moreover, further analysis of the transcriptional repression program associated with the leukaemic phenotype may provide new mechanistic insights into the efficacy of de-repressive epigenetic therapies such as inhibition of histone deacetylases and DNA-methyltransferases [53], [54]. Finally, the integrated genome-wide approach employed in this study should be readily adaptable to study transcriptional reprogramming in other leukaemias as well as many solid tumours.

## Materials and Methods

### Ethics statement

All animal experiments were performed under strict adherence to UK home office regulations, licensed by the UK home office under Project Licence PPL80/1900 and approved by the local Cambridge University Licence Review Committee (LRC).

### Cell samples

Wild-type bone marrow cells from Bl/6 mice were lineage depleted following red blood cell lysis and purified using Fluorescent Activated Cell Sorting (FACS) after staining with c-kit. The *Factor-Dependent Cells Patterson-Mix* (FDCP-mix) were cultured as originally described [21]. Previously described plasmids for MLL-ENL and MOZ-TIF2 fusions with *Neomycin* selection marker or *GFP* were used for *in vitro* replating experiments and *in vivo* transplantation experiments [7], [14], [55]. Retroviral transduction of murine bone marrow cells, serial replating and transplantation assays were performed as previously described [7], [14]. Factor-dependent cells capable of sustained growth in liquid medium supplemented with recombinant IL3 were generated by serial replating. ‘Leukaemic’ sample material was GFP-positive splenocytes collected from secondary recipient mice upon frank leukaemia development.

### Gene-expression and ChIP sequencing

Biotin-labelled cRNA from three biological replicates was generated from 250 ng of total RNA, hybridized onto MouseWG-6 version 2 Expression Bead Chips (Illumina, San Diego, CA) and data processed with the *lumi Bioconductor* package [56] including variance-stabilizing transformation and quantile normalization [57]. The human/mouse probesets for analysing GATA2 gene expression were H00625 and ILMN_2612283 respectively. Two biological replicates per condition were used for ChIP-Sequencing (ChIP-Seq) as previously described [18] [58] using polyclonal rabbit anti-acetyl histone H3K9 (Upstate). Unique sequencing reads were mapped to the reference genome build mm8 (February 2006), extended strand-specifically to 200 bp and displayed as density-plots using the UCSC genome-browser.

### Bioinformatic analysis

Gene expression data were deposited at the NCBI Gene Expression Omnibus (accession number GSE25539). Differentially expressed transcripts were determined using the *limma Bioconductor* package at a False Discovery Rate (FDR) of ≤0.001 [59]. Unsupervised hierarchical clustering was performed using the *GenePattern* platform (genepattern.broad.mit.edu) by applying complete-linkage with Euclidian distances for samples and Pearson correlations for probes. *Gene Expression Dynamics Inspector* (GEDI) was used to visualize expression dynamics[60], *Gene Set Enrichment Analysis* (GSEA) to identify enrichment for curated gene-sets (www.broadinstitute.org/gsea/) [61] and *Oncomine* (www.oncomine.org) to analyse Gata2 expression in leukaemia datasets [62].

ChIP-Seq peaks were identified using *Findpeaks 3.1* at FDR ≤0.05 [63] and used to define 400 bp-regions centered around the highest point of significant peaks. Non-redundant regions were scored by counting all 200 bp-extended reads within the region and normalized to the total number of sequence-reads of the corresponding sample. Significant changes of histone acetylation between pair-wise comparisons of different conditions were identified with the *Cyber-T-test* R-module by using all biological replicates [64] and graphically displayed in kernel density estimation plots. Significance thresholds were set at p<0.05 for the most variable regions, which were further subdivided into enriched and deprived regions. Motif analysis was performed using TFBSsearch [65] with consensus motifs derived from the UniProbe and Jaspar databases. Expected frequencies were obtained by applying a standard boot-strapping procedure (1000 random samples) from the total number of peak-regions, providing a random distribution of expected occurrences for each consensus-motif for subsequent Z-score analysis.

### Re-transduction of pre-leukaemic cells and competitive proliferation assays in liquid or semi-solid culture

Full length *Gata2* cDNA (MSCV-Gata2) and a 3′-deletion (MSCV-ΔGata2; 294 N-terminal amino-acids) were inserted into *pMSCV-Pgk-Puro-IRES-GFP* (MSCV-PIG). Ecotropic viral supernatants were produced and MLL-ENL pre-leukaemic cells retransduced as previously described [7]. Competitive proliferation assays in liquid culture were performed by monitoring the GFP-positive cell-fraction of the re-transduced MLL-ENL cells by FACS-analysis over a 9-day time-course. Semi-solid assays were performed by seeding 1×10^4^ retransduced MLL-ENL cells in *Methocult GF M3434* (StemCell Technologies) 36 hours after infection. GFP-positive and negative colonies were counted after four days with a *Zeiss inverted 200M* fluorescent microscope (Carls Zeiss Ltd, Hertfordshire, UK), representative pictures taken with a *Hamamatsu Orca ER* camera (Hamamatsu Photonics Ltd, Hertfordshire, UK) and images processed with *Improvision Openlab* software 5.5.0 (Perkin Elmer, Waltham, Massachusetts).

### Cell-Cycle and morphological analysis, AnnexinV and Ki-67 staining

Cell cycle analysis and AnnexinV staining were performed as previously described [66] and without prior sorting. FACS-analysis was run in parallel for the GFP- positive and -negative cells and data visualized by *FlowJo* (Tree Star Inc., Ashland, OR). Ki-67 staining was performed 36 hours after infection on sorted, GFP-positive and -negative cells following the manufacturers' instructions (BD, 556026).

## Supporting Information

Supporting Information S1 Supporting materials for the manuscript “Genome-wide Analysis of Transcriptional Reprogramming in Mouse Models of Acute Myeloid Leukaemia” by Bonadies et al, including the following: Supporting Figures S1 to S11 and Supporting Tables S1 and S2.
(PDF)

How the deposited data were processed for this re-analysis (not part of the article)

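Expression was measured with Illumina MouseWG-6 version 2 bead arrays in bone marrow progenitors (WT), the FDCP-mix line (FDCP), cells transduced with MOZ-TIF2 or MLL-ENL in culture with IL3 (MT-I and ME-I) and leukaemic spleen cells of secondary recipients (MT-L and ME-L), which the study states were cultured overnight in IL3. There were 3 arrays per group, 18 in all, on 3 slides, from 250 ng of RNA each. The main results use the 17 arrays that the study used, without ME-L replicate 2, whose label gives poor RNA quality. The study calls the replicates biological. Nothing further says how separately the cells of a group were grown, so p-values measure only the spread between these samples.

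The authors' non-normalized file from BeadStudio 3.3.7 holds an average signal per probe and array, as intensity without background correction or normalization. The same deposited file holds a p-value for detection and the number of beads. The authors' deposited value table, in log2 units, holds 20759 probes after the variance-stabilizing transformation and quantile normalization of lumi over all 18 arrays. These probes are exactly those with a detection p under 0.01 on at least 1 of the 18 arrays. The 18 columns of standard errors between beads were not mapped and not used here. The median signal of an array ran from 62.7 to 80.4, and the median number of beads per probe was 44 or 45. The number of detected probes ran from 12994 to 15812, with a median of 14298 of 45281. Signal over background limits what can be said of dim probes, for which fold changes are lower bounds.

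The signals were corrected with the normexp model of limma 3.58.1 in R 4.3.3, with the mean and SD of the negative controls inferred from the detection p, an offset of 16, quantile normalization and log2. The 20466 probes detected on at least 1 of 17 arrays were fitted by group in a single limma model without covariates. Moderated tests were adjusted by Benjamini-Hochberg within each comparison, and a probe was called at an adjusted p of at most 0.001, as in the study. Comparisons were each initiation group against WT and against FDCP, each progression group against its initiation group, the oncogenes at each stage, ME-I, ME-L and MT-L against WT, FDCP and MT-I or against WT and FDCP, and the interaction of oncogene and progression. The division of ME-I, ME-L and MT-L from WT, FDCP and MT-I is called leukaemia below, though ME-I is pre-leukaemic in the paper. Shared probes were called in the same direction in ME-I against both baselines and in MT-L against MT-I. Non-redundant probes of a model were called in the same direction against both baselines at initiation, or at progression. Samples were clustered by complete linkage on Euclidean distances. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The model fit, without background correction or normalization, was tested on simulated data. With changes of 2 log2 units put into 50 probes, 84% were called in MT-L against MT-I and 74% in ME-L against ME-I. At 1 unit the shares were 28% and 14%. In the simulation 20266 of 20466 probes did not change. Far more were called in these arrays, and the adjustment depends on that number, so the shares need not hold for them.

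Symbols were taken from the table of probe genes of this series, in which 17599 probes have 1 gene, 8 have several and 3152 have none. A gene is represented by its expressed probe with the highest mean, except Gata2, for which the study names a probe. The genes named are those the study names for these arrays, the 10 largest rises and falls among called probes with non-overlapping arrays in each of the study's 6 comparisons and at leukaemia, the 10 shared genes in each direction with the largest smallest change, and list members. The lists, chosen by the study or written from general knowledge, cover the study's transcription factors, its abdominal HoxA genes, the HoxA and HoxB clusters, targets of MLL fusions and HoxA9, myelomonocytic receptors, erythroid, megakaryocyte, mast cell and basophil, eosinophil, neutrophil, monocyte, dendritic, B cell, T and NK cell and stem cell genes, cell cycle, cell cycle inhibitors, interferon response, IL3 and Stat5 targets, immediate early genes, cholesterol synthesis, glycolysis and hypoxia, Polycomb and chromatin modifiers, adhesion, sex-linked genes and DNA-binding factors. They hold 533 members, of which 398 were measured. Lists with at least 5 measured genes were tested with camera.

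The alternatives were all 18 arrays, with and without array weights, the deposited value table, no background correction, median scaling, no filter, a filter on detection on at least 3 arrays or at a detection p under 0.05, slide or replicate number as a block, fits on the compared groups alone, an FDR of 0.05, a change of at least 2-fold, adjustment over the 6 comparisons together, either baseline, other distances and linkages, another probe per gene and leaving out each array in turn. The chromatin immunoprecipitation, the curated gene sets and the study's network software were not used here.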

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

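The tests of IL3 culture, of the missing sex-linked transcripts in ME-L replicate 1 and of splits that keep groups whole were chosen after the results were seen.

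The change from initiation to progression differed between the oncogenes for 1416 probes, by the interaction in limma. Among the factors that the study discusses, the difference, MOZ-TIF2 minus MLL-ENL, was -7.21 in log2 for Gata2, -5.43 for Gfi1b, -5.16 for Cebpe, -4.63 for Klf1, -4.51 for Ets1, -3.14 for Meis1 and -2.17 for Cbfa2t3. With undetected groups at the floor, these values were -6.52, -4.51, -4.48, -4.28, -4.14, -2.37 and -1.71. It was 1.88 for Lmo2, 1.78 for Hoxa10 (1.53 at the floor) and 3.17 for Csf1r. For Gata2, Gfi1b and Klf1, the MLL-ENL cells were already low at initiation, so the difference lies in the fall from MT-I to MT-L.

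The paper's main text does not name En2 and Ccnd1, which were undetected in MT-I and at least 193-fold and at least 127-fold higher in MT-L; its supporting information was not read. Eif2s3y, a gene of the Y chromosome, had a signal of 4.38 in ME-L replicate 1, which is below detection.

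Fewer probes changed from ME-I to ME-L than from MT-I to MT-L. ME-L has 2 arrays in place of 3. With 2 MT-L arrays, the lowest number was still 3076, against 512 in MLL-ENL, which argues against the number of arrays as the whole cause. The number of probes with a change of at least 2-fold, which does not rest on a test, was 4015 against 1487, a ratio of 2.7, which argues against a larger spread between the ME-L arrays as the whole cause. That the profile is reached earlier with MLL-ENL may explain the pattern, as the study proposes. It stays a hypothesis, since the same arrays gave the pattern.

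The division of the groups into cells from mice (WT, ME-L and MT-L) and lines in culture (FDCP, MT-I and ME-I) called 5133 probes, more than the division at leukaemia. This division was not among the comparisons set beforehand. With slide as a block it called 5200, which argues against the slides. With the deposited table it called 4753 against 3983, a ratio of 1.19, which argues against the background correction and transformation used here. That table was also quantile normalized, so quantile normalization itself was not tested for this division. Whether IL3 accounts for part of it stays open, since the study states that leukaemic cells were also cultured in IL3, overnight. IL3 and Stat5 targets were lower in the cells from mice (adjusted p = 0.00065 from limma's camera, 0.00014 before adjustment, median log2 fold change -0.69, 6 of 12 lower). With an estimated correlation these values were 0.094 and 0.016. Other lists had smaller adjusted p in this division. Mast cell and basophil genes were lower (adjusted p = 3.2e-07 from camera, 0.036 with an estimated correlation, median -2.87, 8 of 12 lower). Glycolysis and cholesterol genes were also lower and cell cycle genes higher (adjusted p = 9.7e-05 each from camera). From ME-I to ME-L and from MT-I to MT-L, the medians of the IL3 and Stat5 targets were -0.12 and -0.41 (adjusted p = 0.54 and adjusted p = 0.13 from camera). Growth as a line, time in IL3 and origin from a mouse cannot be told apart in this design.

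ME-L replicate 1 lacked the transcripts of Eif2s3y and Kdm5d and of Xist. It detected 14017 probes, which argues against a dim array, and its Xist signal was 4.37, which argues against female cells that express Xist, such as WT replicates 2 and 3, at 11.58 and 10.99. ME-L replicates 2 and 3 had Eif2s3y signals of 9.74 and 9.15. Loss of the Y chromosome in the leukaemic cells may explain the value of 4.38, and so could a female clone without an inactive X. No DNA was measured, so these cannot be told apart.

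Splits of the arrays into other groups were fitted in the same way. For each comparison of 3 against 3 arrays, 1 of 10 splits, the real one, gave as many called probes. The real numbers were 3595 and 3190 for ME-I against WT and FDCP, 3177 and 2275 for MT-I against WT and FDCP, 4207 for MT-L against MT-I and 2726 for ME-I against MT-I. The highest other split gave 0 each time. Each other split mixed arrays of the 2 groups, which puts their difference into the spread, so it could not match the real one. The 0 therefore decides nothing, and 10 splits are too few for a share under 0.05. The ME-I, ME-L and MT-L arrays were also set against the others in a fit of 2 groups. There 1 of 100 splits, the real one with 519 probes, was as high and the highest other gave 0. None of the other splits kept the groups whole, so this decides nothing. Of the 10 splits into 3 and 3 whole groups, 2 gave as many, the real one and the split into cells from mice and lines in culture, with 798, and 10 splits are too few for a share under 0.05. The latter count points to another structure of the samples.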

How the results depend on the processing

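The deposited table combined with a 2-fold limit, and the clustering of scaled or of called probes, were chosen after seeing the data; the other alternatives were not. Of 8672 values of named genes, over 267 results for 119 genes and 33 alternatives, 8504 kept direction and call, 167 kept direction and lost the call, and 1 was reversed: Ets1 in ME-I against FDCP was -0.14 with another expressed probe, whose mean log2 signal of 4.44 is too dim to give a direction. Unless the setting's construction shows it, the cause was not tested.

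An FDR of 0.05 gives more calls by construction: 8671 and 6987 probes in ME-I against WT and FDCP, 7964 and 5529 in MT-I, 3024 and 8758 at MLL-ENL and MOZ-TIF2 progression, 6390 in ME-I against MT-I, 5465 in ME-L against MT-L, 8935 at leukaemia and 4894 for the interaction. Shared probes were then 446 up and 482 down (303 and 342 genes), and non-redundant probes 5335 for MLL-ENL, 9404 for MOZ-TIF2 and 11427 for both.

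With all 18 arrays and array weights, the totals were 7710 in ME-I and 5511 in MT-I against FDCP, 3099 and 7822 at progression, 7406 in ME-I against MT-I, 4158 in ME-L against MT-L, 6774 at leukaemia and 4372 for the interaction, with 288 and 363 shared probes (201 and 249 genes) and 4816, 8229 and 10296 non-redundant probes; the cause was not tested. With all 18 arrays unweighted, MLL-ENL progression had 800 probes and the clustering placed 15 arrays as in the study.

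Fits on the compared groups alone have fewer arrays to estimate the spread. They gave 921 and 867 probes in ME-I and MT-I against WT, 21 at MLL-ENL progression, 1723 in ME-I against MT-I and 724 in ME-L against MT-L, with 38 and 107 shared probes (26 and 74 genes) and 516 non-redundant probes for MLL-ENL. Adjustment over the 6 comparisons together gave 849 at MLL-ENL progression. Slide as a block gave 2795 at MOZ-TIF2 progression and 803 for the interaction. Median scaling gave 1262 in ME-L against MT-L and 73 shared probes up (50 genes). The cause was not tested.

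A 2-fold limit removes called probes by construction and left 1805 at leukaemia. With the deposited table as well, the totals were 1472 and 1320 in ME-I against WT and FDCP, 1196 and 929 in MT-I, 244 and 1689 at progression, 1116 in ME-I against MT-I, 945 in ME-L against MT-L, 791 at leukaemia and 943 for the interaction, with 40 and 86 shared probes (28 and 59 genes) and 686, 1776 and 2172 non-redundant probes. Either baseline in place of both admits more probes: 331 up and 653 down shared (237 and 440 genes), and 5563 for MLL-ENL and 8599 in all. With average linkage the clustering placed 14 arrays as in the study. With an estimated correlation, 28 list tests passed.

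Leaving out each array in turn gave 2439 to 3713 and 2324 to 3645 probes in ME-I against WT and FDCP, 2163 to 3363 and 1555 to 2654 in MT-I, 285 to 748 at MLL-ENL progression and 3076 to 4858 at MOZ-TIF2 progression. It gave 1962 to 3205 in ME-I against MT-I, 1227 to 2381 in ME-L against MT-L, 3581 to 4599 at leukaemia and 1091 to 1883 for the interaction. Shared probes ran from 83 to 135 up and 163 to 241 down (61 to 101 and 113 to 171 genes), and non-redundant probes from 1096 to 1889, 3258 to 5124 and 4111 to 5983. The clustering placed 8 to 14 arrays as in the study, where 8 of 16 is the lowest number possible. From 70 to 79 list tests passed. Separated probes were 337 to 395 down and 317 to 356 up, and expressed probes 20165 to 20439. For most of these results the highest value came without WT replicate 3. The clustering on the transcription factors placed 16 of 16 arrays as in the study each time.

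The replicate numbers do not pair the arrays: deviations from the group means correlated by 0.01 on average for the same number (lowest -0.19) and by 0.00 for other numbers. With the replicate number as a block (replicate block), the totals of the 6 comparisons were 3417, 3080, 3054, 2096, 405 and 4053. Signal over background limits the sizes of changes of undetected genes, which are bounds. Changes of 1 log2 unit were mostly missed on simulated data, in which fewer probes changed than were called in these arrays.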

Differences from the paper's values

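All counts use the paper's FDR of 0.001. The paper states 49 probes up and 111 down in both models, and 122 and 206 were found here. Of the alternatives set before the data were examined, median scaling (73) and fits on the compared groups alone (38) come within 1.5 times the paper's 49. For the paper's 111, the deposited table (166), median scaling (161), no filter (165), slide as a block (162), the compared groups alone (107) and 1 of the 17 fits that leave out an array (163, without ME-I replicate 3) do. In genes, the paper's values are 40 and 88, and those found here 84 and 140. Median scaling (50) comes within 1.5 times the paper's 40. For the paper's 88, all 18 arrays (128), the deposited table (116), no background correction (121), median scaling (115), no filter (113), slide as a block (113), a 2-fold limit (125), the compared groups alone (74) and 13 of the 17 fits that leave out an array (113 to 130) do. The other alternatives do not. The deposited table with a 2-fold limit, chosen after seeing the values, gives 40 and 86 probes and 28 and 59 genes.

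The paper states 857 non-redundant probes for MLL-ENL, 2608 for MOZ-TIF2 and 3075 for both, and 1613, 4458 and 5293 were found here. For the paper's 857, median scaling (1145), no filter (1271) and leaving out ME-I replicate 2 or 3 or any FDCP array (1096 to 1284) come within 1.5 times. For the paper's 2608, median scaling (3258), no filter (3802), slide as a block (3051), a 2-fold limit (3646) and leaving out any MT-I or MT-L array (3258 to 3764) do. For the paper's 3075, median scaling (3883), no filter (4484), slide as a block (3938), a 2-fold limit (4407), the compared groups alone (4386) and leaving out any MT-L array or MT-I replicate 2 or 3 (4111 to 4280) do. The other alternatives do not. The deposited table with a 2-fold limit, chosen after seeing the values, gives 686, 1776 and 2172.

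In Fig. 1C, read by eye, the paper's bars stand at about 2100 probes for ME-I against WT, where 3595 were found here. Median scaling (2551), no filter (2922), a 2-fold limit (2998) and leaving out replicate 1 or 2 of WT or replicate 2 or 3 of ME-I (2439 to 3128) come within 1.5 times. For ME-I against FDCP, the bar in Fig. 1C, read by eye, is at about 2000, against 3190 here. All 18 arrays (2898), the deposited table (2940), no background correction (2966), median scaling (2363), no filter (2738), slide as a block (2756), a 2-fold limit (2689), the compared groups alone (2821) and 10 of the 17 fits that leave out an array (2324 to 2989) come within 1.5 times. For MT-I against WT, the bar in Fig. 1C, read by eye, is at about 1800, against 3177 here, and median scaling (2173), no filter (2642), a 2-fold limit (2589) and leaving out WT replicate 1 or any MT-I array (2163 to 2696) come within 1.5 times. For MT-I against FDCP it is at about 1300 in Fig. 1C, read by eye, against 2275 here, and median scaling (1685), no filter (1923), slide as a block (1747), a 2-fold limit (1889) and leaving out any FDCP or MT-I array (1555 to 1930) come within 1.5 times. The other alternatives do not. For ME-I against WT and MT-I against FDCP, the deposited table with a 2-fold limit, chosen after seeing the values, gives 1472 and 929.

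For ME-L against ME-I, the bar in Fig. 1C, read by eye, is at about 200, against 512 here. Of the alternatives set before the data were examined, leaving out ME-I replicate 2 (297), ME-I replicate 3 (285) or ME-L replicate 3 (296) comes within 1.5 times, and the other alternatives do not. The deposited table with a 2-fold limit, chosen after seeing the values, gives 244, and 1689 for MT-L against MT-I. For MT-L against MT-I, the bar in Fig. 1C, read by eye, is at about 2400, against 4207 here. Median scaling (3086), no filter (3586), slide as a block (2795), a 2-fold limit (3432) and leaving out any MT-I or MT-L array (3076 to 3520) come within 1.5 times, and the other alternatives do not. The order is the paper's: most changes at MOZ-TIF2 progression and fewest at MLL-ENL progression. It differs with slide as a block, where ME-I against WT had the most (3526 against 2795 at MOZ-TIF2 progression), as it did without any 1 of the MT-I or MT-L arrays (3267 to 3696 against 3076 to 3520).

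The paper states that samples part into leukaemic and other groups over all expressed probes. Here the clustering placed 9 of 17 arrays so, the lowest number possible. It also placed 9 so with the deposited table, correlation as the distance, no filter, no background correction or median scaling. It placed 14 so with average linkage or without WT replicate 3, and 15 over all 18 arrays. On the transcription factors, which the study chose on the same arrays, it placed 17 of 17 so. The paper states that MT-L lies much closer to the MLL-ENL samples than MT-I does, and the mean distances here were 139.7 and 145.1, with 131.3 and 152.0 to ME-L alone and 145.3 and 140.5 to ME-I alone. The paper states that Cbfa2t3 is repressed with MLL-ENL and not with MOZ-TIF2, and here it was also -1.21 in MT-L against MT-I, which was not called with slide as a block, without filter or with another probe. The paper states that Runx1 is repressed with MLL-ENL, and here it was -2.30 against FDCP and -0.68 against WT, the latter not called. All 6 factors that the paper calls activated, Lmo2, Ets2, Klf2, Gfi1, Lyl1 and Spi1, were higher here across the division. The paper describes their activation as fairly uniform. Here only Ets2, Gfi1 and Lyl1 parted without overlap, and only Lmo2 was called in MT-L against MT-I. In ME-I against WT, Lmo2 was -0.16 and was not called. The paper reports sets of HoxA9 and MLL fusion targets as enriched at leukaemia. With another list of such targets, 6 genes were higher and 4 lower (median 0.17), and the list was not called.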

Other observations

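Lists not given elsewhere for this comparison had the following values between ME-I, ME-L and MT-L and the other groups, with adjusted p from camera. Stem and progenitor genes had 1 of 14 higher and 7 lower (1 and 7 adjusted over the list alone), with a median log2 fold change of -0.51, or -0.28 at the floor (adjusted p = 0.0072, and adjusted p = 0.053 with an estimated correlation). With slide as a block this median was -0.49, and within slides 1 to 3, which hold different groups, it was -0.72, -0.57 and -0.58. Neutrophil genes had a median of -0.23 (adjusted p = 0.89), dendritic genes -0.18 (adjusted p = 0.68), B cell genes -0.33 (adjusted p = 0.32) and T and NK cell genes -0.11 (adjusted p = 0.41). Cell cycle genes had a median of 0.12 (adjusted p = 0.31), cell cycle inhibitors 0.06 (adjusted p = 0.37), interferon response genes 0.47 (adjusted p = 0.073) and IL3 and Stat5 targets -0.20 (adjusted p = 0.33). Immediate early genes had a median of -0.18 (adjusted p = 0.34), cholesterol synthesis genes 0.08 (adjusted p = 0.59) and glycolysis and hypoxia genes 0.20 (adjusted p = 0.28). Polycomb and chromatin modifiers had a median of 0.00 (adjusted p = 0.72) and adhesion genes 0.14 (adjusted p = 0.69). The 5 abdominal HoxA genes of Fig. 2A had 4 higher, with a median of 1.54, or 1.25 at the floor (adjusted p = 0.0016, and 1.54 with slide as a block). The 9 measured genes of the HoxA cluster had a median of 0.46 (0.49 and adjusted p = 0.016 with slide as a block). Targets of MLL fusions and HoxA9 had one of 0.32 (0.32 and adjusted p = 0.12 with slide as a block). The receptors had 3 of 4 higher and 1 lower, with a median of 1.88, and the HoxB genes 1 of 3 higher, with a median of 0.27. None of the 4 sex-linked genes was called. The latter lists were too short to test. A median near 0 in this comparison can average opposite changes. With slide as a block, glycolysis and hypoxia genes had a median of 1.81 in ME-I against WT (adjusted p = 2.4e-06 from camera). In ME-L against ME-I it was -0.92 (adjusted p = 2.1e-05 from camera). Neutrophil genes had a median of -3.02 in MT-L against MT-I (adjusted p = 0.0088 from camera), also with slide as a block.

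Some genes of cholesterol synthesis were higher in ME-I than in WT and fell at MLL-ENL progression. Sqle, the squalene epoxidase gene, and Fdps, which encodes farnesyl diphosphate synthase, were among 9 of 14 genes higher in ME-I than in WT (9 adjusted over the list alone), with a median log2 fold change of 1.18 (adjusted p = 6.5e-06 from camera). With slide as a block this median was 1.19, and within slides 1 and 2 it was 1.32 and 1.02. Against FDCP, 2 of the 14 were higher in ME-I and 1 lower, with a median of 0.15 (adjusted p = 0.89 from camera). In MT-I, 5 of the 14 were higher than in WT, with a median of 0.83 (adjusted p = 0.00094 from camera, and adjusted p = 0.082 with an estimated correlation). From ME-I to ME-L, 5 of the 14 fell (8 adjusted over the list alone, with 1 higher), with a median of -1.04 (adjusted p = 1.4e-07 from camera) and of -1.0 with slide as a block. From MT-I to MT-L, 1 of the 14 was higher, Fdps, and 2 lower, with a median of 0.10 (adjusted p = 0.9 from camera). Between cells from mice (WT, ME-L and MT-L) and lines in culture (FDCP, MT-I and ME-I), 8 of the 14 were lower and 1 higher (adjusted p = 9.7e-05 from camera, and adjusted p = 0.053 with an estimated correlation).

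Some interferon response genes rose at MOZ-TIF2 progression. Oas1a, Oasl2, Oas2, Usp18 and Bst2, all induced by interferon, were higher in MT-L than in MT-I, 5 of 17 genes (6 adjusted over the list alone), with a median of 1.68, or 1.5 at the floor (adjusted p = 0.00033 from camera, and adjusted p = 0.55 with an estimated correlation). With slide as a block this median was 1.73, and within slide 3 it was 2.07. The list was also higher in cells from mice than in lines in culture, with a median of 0.71 and 3 of 17 higher. There the adjusted p from camera was 0.0063, and 0.6 with an estimated correlation. MT-L came from mice and MT-I was a line, so progression and origin from a mouse cannot be told apart.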
